# Faced with inequality: chicken do not have a general dosage compensation of sex-linked genes

**DOI:** 10.1186/1741-7007-5-40

**Published:** 2007-09-20

**Authors:** Hans Ellegren, Lina Hultin-Rosenberg, Björn Brunström, Lennart Dencker, Kim Kultima, Birger Scholz

## Abstract

**Background:**

The contrasting dose of sex chromosomes in males and females potentially introduces a large-scale imbalance in levels of gene expression between sexes, and between sex chromosomes and autosomes. In many organisms, dosage compensation has thus evolved to equalize sex-linked gene expression in males and females. In mammals this is achieved by X chromosome inactivation and in flies and worms by up- or down-regulation of X-linked expression, respectively. While otherwise widespread in systems with heteromorphic sex chromosomes, the case of dosage compensation in birds (males ZZ, females ZW) remains an unsolved enigma.

**Results:**

Here, we use a microarray approach to show that male chicken embryos generally express higher levels of Z-linked genes than female birds, both in soma and in gonads. The distribution of male-to-female fold-change values for Z chromosome genes is wide and has a mean of 1.4–1.6, which is consistent with absence of dosage compensation and sex-specific feedback regulation of gene expression at individual loci. Intriguingly, without global dosage compensation, the female chicken has significantly lower expression levels of Z-linked compared to autosomal genes, which is not the case in male birds.

**Conclusion:**

The pronounced sex difference in gene expression is likely to contribute to sexual dimorphism among birds, and potentially has implication to avian sex determination. Importantly, this report, together with a recent study of sex-biased expression in somatic tissue of chicken, demonstrates the first example of an organism with a lack of global dosage compensation, providing an unexpected case of a viable system with large-scale imbalance in gene expression between sexes.

## Background

The existence of males and females in sexually reproducing organisms and the associated difference in phenotypic optima between sexes imposes an intergenomic conflict in both the evolution of gene sequences and of gene expression. With the exception of the minority of the genome being confined to one sex, as for Y-chromosome sequences, there is thus a trade-off in the evolutionary genetic interests of the two sexes. One way organisms might respond to such sexual antagonism is to evolve sex-biased gene expression, in which the fixation of a sexually antagonistic allele (beneficial in one sex whilst being costly to the other) is followed by the evolution of modifiers to down-regulate gene expression in one sex [1]. It is increasingly recognized, using transcriptome profiling, that a significant proportion of the protein-coding genome has differential expression levels in males and females [2-4]. Many of these genes would be sex-biased in one or a few tissues only [4], so the total number of genes found to be sex-biased typically increases with number of tissues analysed; data from *Drosophila melanogaster *[3] and mice [4] indicate that as much as 50% of all protein-coding genes might be subject to sex-specific regulation of mRNA expression. Moreover, experimental work in *Drosophila melanogaster *confirms the frequent genomic occurrence of sexually antagonistic alleles and their response to selection [5,6].

In line with theoretical predictions for the probability of fixation of sexually antagonistic mutations [7], it has been observed that genes with sex-biased expression are non-randomly distributed in the genome. For example, male-biased genes expressed in somatic tissue of nematodes, flies and mammals are underrepresented on the X chromosome, and the same applies to genes expressed post meiosis in germ line [8-11]. In birds, male-biased genes are over-represented on the Z chromosome [12-14]. It has been shown experimentally in *Drosophila melanogaster *that the X is unusual when it comes to genes conferring sexual antagonism [15].

An obvious alternative explanation for the observation of sex-differential expression of sex-linked genes derives from the fact that gene dose differs between sexes. However, it is well known that organisms have evolved various mechanisms for equilibrating the expression of X-linked genes in males and females (dosage compensation), including X chromosome inactivation in mammals, up-regulation of gene expression on the single X chromosome of *Drosophila *males and down-regulation of gene expression of both X chromosomes of *Caenorhabditis elegans *hermaphrodites [16,17]. With the exception of individual genes that escape dosage compensation [18], sex-linked gene dose should therefore not be expected to lead to overall differences in expression levels between males and females. Intriguingly, in birds the status of dosage compensation is unclear [19,20]. Early work of sex-linked plumage traits in chicken and other bird species provided no evidence for a compensating mechanism [21], and this was followed by the landmark observation of a double dose of the Z-linked liver enzyme aconitase expressed in males compared to females [19]. Moreover, the absence of sex chromatin and the synchronous replication of the two Z chromosomes in males indicate that there is no Z chromosome inactivation [22,24,25]. More recent studies using real-time PCR experiments have added a further dimension to the question because the pattern that emerges is a heterogeneous one, with several examples of genes expressed at similar levels in the two sexes [23,25,26]. Importantly, a recent microarray-based study of global gene expression in somatic tissue has indicated that dosage compensation of sex-linked genes in chicken is less effective than is the case in mammals [27]. To study this in some further detail we have taken a genome-wide microarray approach to analyse sex-biased gene expression in both somatic tissue and gonads of chicken. Our data suggest that, overall, dosage compensation does not occur in chicken, meaning that the majority of sex-linked genes is expressed at lower levels in females than in males and that, in females but not in males, the expression levels of sex-linked genes are generally lower than of autosomal genes.

## Results and discussion

### Characterization of sex-biased gene expression in chicken

We used an oligonucleotide microarray (Affymetrix; 32773 transcripts, corresponding to over 28000 genes and thought to represent the majority of all protein-coding genes in the chicken genome) to measure expression levels in soma (brain and heart) and gonads (testes and ovary) of 18-day-old embryos. 

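RNA from brain, heart and left gonad of 8 chicken embryos, 4 female and 4 male, was measured on 21 arrays at 18 days of incubation. Brain and heart each had 4 female and 3 male arrays, and gonads had 3 female and 4 male arrays. The brain sample held the diencephalon and remaining parts of other regions, and the heart sample a piece of the apical part. Gonad RNA was extracted with another kit than brain and heart RNA, so gonads and soma differed in preparation as well as in tissue. The deposited values are log2 probe set intensities, which the authors made with GCRMA, quantile normalization and median polish. Values of a tissue were deposited for only part of the probe sets, 16113 in brain, 16499 in gonads and 15282 in heart. The paper states that its expression filter left more in each tissue, so counts and shares here are not over the same probe sets. Each probe set was placed through its gene in the GRCg7b gene table. Of 19874 probe sets, 748 were Z-linked (484 genes), 15401 autosomal (9264 genes) and 30 W-linked (14 genes). Limma was fitted to all arrays at once, with sex and tissue as a combined factor and no block. A probe set was called sex-biased at a fold-change over 1.5 and a p under 0.05 after Benjamini-Hochberg adjustment within the tissue. Log2 fold-changes are male minus female, and a gene is represented by its probe set with the highest mean value. For soma, brain and heart were weighted equally. The gene lists and the rule for the genes to be named were set before the data were examined. Where chromosomes were compared between the sexes, whole embryos were permuted, because arrays of 1 embryo are not independent. Tests are two-sided unless a p is called one-sided. No deposited probe set had its higher sex mean under a log2 value of 4.0. Where 1 sex lay under this level, it was not told apart from background, and the size of the fold-change is uncertain. The number of arrays limits the precision of every value.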

In total, there were 4665 out of 19743 (23.6%) surveyed genes with detectable expression that had a fold-change greater than 1.5 (corrected p < 0.05) between the two sexes. 

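Outside the sex chromosomes, few named genes of the soma were sex-biased. In brain, the myelin protein gene MOBP had a log2 value of 5.12 ± 0.24 (SD, n = 3) in males and 3.94 ± 0.31 (SD, n = 4) in females, a 2.27-fold difference (adjusted p = 0.0362). HIBCH, an enzyme of valine breakdown, was 1.60-fold higher in male brain (adjusted p = 0.0303), and METTL9, a protein methyltransferase, was 1.64-fold higher in female brain (adjusted p = 0.0068). In heart, the nucleotide hydrolase gene ENTPD4 was 2.09-fold higher in males (log2 fold-change 1.07, standard error 0.17, adjusted p = 0.00148). Female-biased autosomal genes of the soma included PLS1, an actin-bundling protein, 4.06-fold higher in female brain (adjusted p = 0.0265), and PLCB4, a phospholipase of signal transduction, 4.48-fold higher in female heart (adjusted p = 0.0355). Of these genes, only ENTPD4 kept its call under every alternative processing. MOBP lost it in 7 of 12 alternatives, HIBCH in 8 of 13, METTL9 in 3 of 13, PLS1 in 6 of 13 and PLCB4 in 5 of 11. Over all tissues, 4529 of 19874 probe sets (22.8%) were sex-biased in at least 1 tissue. Among all tested probe sets, called or not, male and female arrays did not overlap in 8.73% in brain, 39.9% in gonads and 9.61% in heart, against 5.71% by chance.

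**Figure D1:**
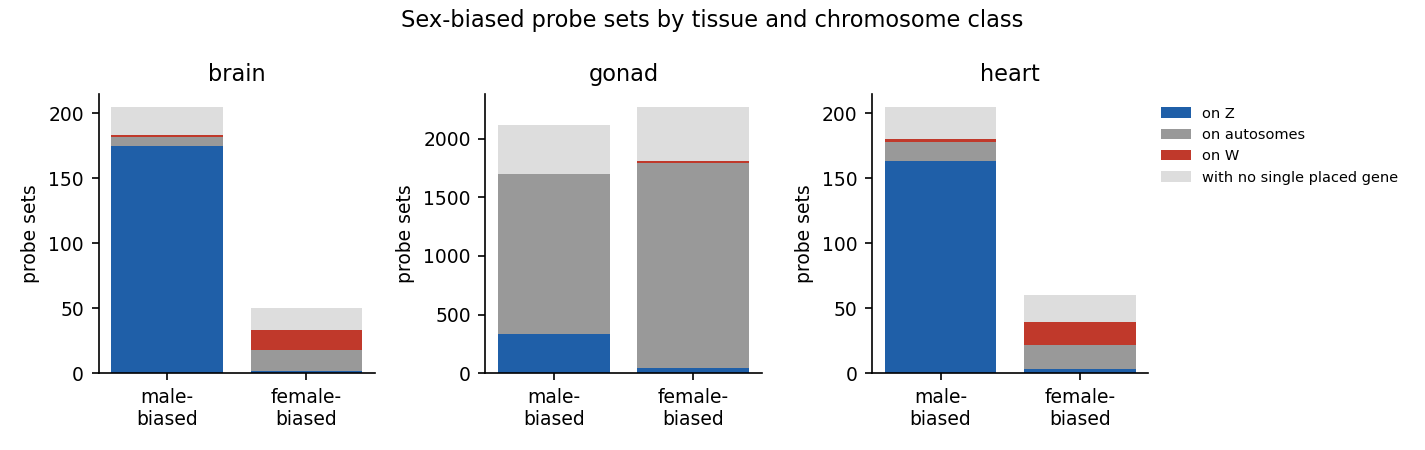
Number of male-biased and female-biased probe sets in brain, gonads and heart (fold-change over 1.5, adjusted p under 0.05), split by the chromosome of their gene. Gonads held 2120 male-biased and 2271 female-biased probe sets.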

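Genes known from testis and ovary were among those with large differences. CYP19A1, the aromatase that makes estrogens, had a log2 value of 14.27 ± 0.14 (SD, n = 3) in ovaries and 2.36 ± 0.01 (SD, n = 4) in testes, a log2 fold-change of -11.91 (standard error 0.12, adjusted p = 3.85e-10). HSD17B1, which makes estradiol, followed at -9.65 (standard error 0.16, adjusted p = 6.05e-09), and FOXL2, a transcription factor of the ovary, at -4.40 (adjusted p = 6.06e-06). In testes, INHA, the alpha subunit of inhibin, had a log2 value of 9.47 ± 0.41 (SD, n = 4), against a background-level 1.83 ± 0.01 (SD, n = 3) in ovaries, a 199-fold difference (adjusted p = 1.58e-07). SOX9, a transcription factor of Sertoli cells, was 42.2-fold higher in testes (adjusted p = 6.02e-08), and CLDN11, a tight junction protein of Sertoli cells, 60.8-fold (adjusted p = 8.84e-08). Of 15 measured genes of the testis pathway, 9 were male-biased and none was female-biased (9 and 1 when adjusted over the list alone). As a set they lay above other genes in testes (camera in limma, adjusted p = 8.11e-12, but adjusted p = 0.179 with an estimated correlation). Here and below, the test with an estimated correlation used only the arrays of the tissue, so it differs in the fit as well. Of 12 genes of the ovary pathway, 9 were female-biased and none male-biased, also when adjusted over the list alone (adjusted p = 1.37e-32, but adjusted p = 0.0738 with an estimated correlation). In the 2 lists, 13 and 11 genes passed an unadjusted p of 0.05. Other autosomal genes with large differences were the nuclear receptor NR5A2 (74.2-fold) and the smooth muscle actin ACTG2 (65.3-fold) in testes, and the estrogen-responsive GREB1 (480-fold) and the defensin gene DEFB4A (211-fold) in ovaries. DEFB4A differed widely between arrays of 1 sex, at 11.10 ± 1.62 (SD, n = 3) in ovaries and 3.38 ± 1.29 (SD, n = 4) in testes. The share of sex-biased probe sets was 26.6% in gonads, 1.73% in heart and 1.58% in brain.

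**Figure D2:**
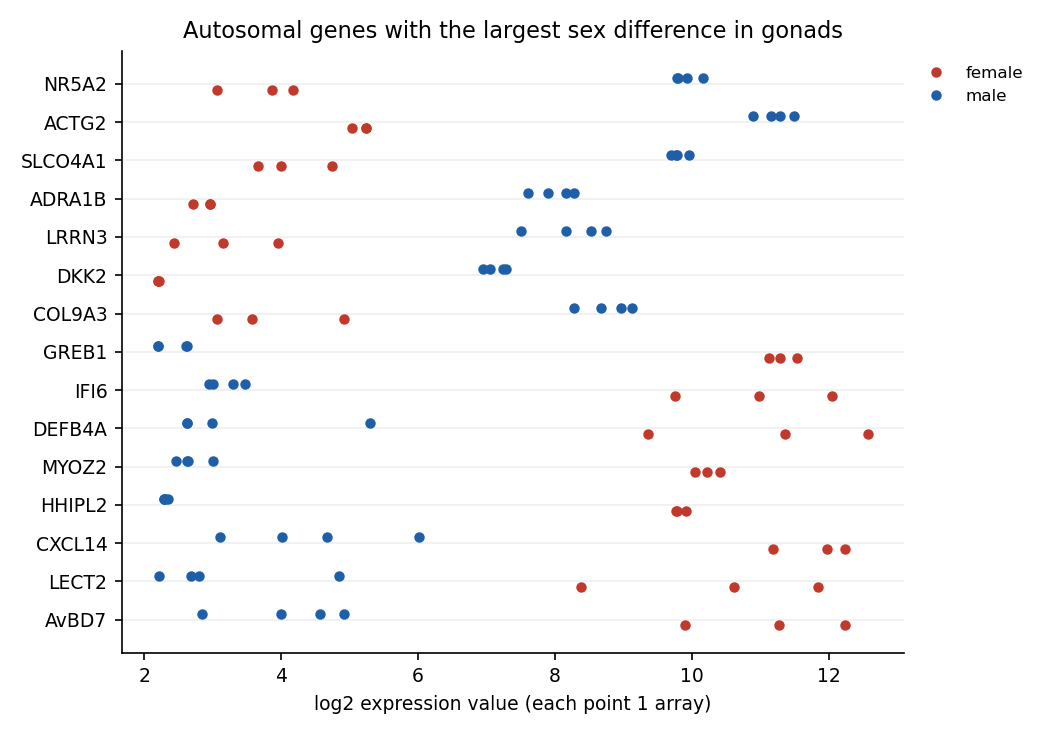
Log2 values in gonads of further autosomal genes with large fold-changes, 1 point per array. SLCO4A1 had means of 9.80 in testes and 4.14 in ovaries, and HHIPL2 of 2.30 and 9.82.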

The proportion of genes showing sex-biased gene expression was highest in gonads 25.7% (4494/17438) followed by heart 1.8% (277/15398) and brain 1.7% (286/16846). Overall, there were about as many genes with higher expression level in males (2268) as there were in females (2408) (Additional files 1 and 2). 

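In gonads, lists of genes with a known function held calls in both directions. Of 22 measured meiosis genes, 16 were female-biased and 2 male-biased, also when adjusted over the list alone (camera, adjusted p = 5.27e-18, but adjusted p = 0.194 with an estimated correlation). SPO11, which cuts DNA at the start of meiotic recombination, had a log2 value of 8.70 ± 0.32 (SD, n = 3) in ovaries and 2.10 ± 0.01 (SD, n = 4) in testes (adjusted p = 6.5e-08). SYCP1, a protein of the synaptonemal complex, was 81.3-fold higher in ovaries (adjusted p = 7.07e-08), with testes at background, and STRA8, a gene of the entry into meiosis, 43.6-fold (adjusted p = 1.22e-05). Of 16 genes of steroid hormone synthesis, 6 were female-biased and 2 male-biased, the same numbers as when adjusted over the list alone (adjusted p = 7.35e-16, but adjusted p = 0.269 with an estimated correlation). Among them, the cholesterol carrier STAR was 4.46-fold higher in ovaries (adjusted p = 0.000576). Of 12 germ cell genes, 3 were female-biased and 2 male-biased (4 and 2 when adjusted over the list alone), and the set did not differ from other genes (adjusted p = 0.241). PIWIL1, which acts on transposons in germ cells, was 7.52-fold higher in ovaries, whereas the receptor gene KIT was 4.20-fold higher in testes. Lists of genes of neighbouring or other tissues held calls as well. Of 11 heart muscle genes, 6 were male-biased and 1 female-biased, also when adjusted over the list alone (adjusted p = 0.00277, but adjusted p = 0.181 with an estimated correlation). Of 7 neuron and glia genes, 6 were female-biased, also over the list alone (adjusted p = 4.95e-08, but adjusted p = 0.194 with an estimated correlation). Of 10 genes of adrenal gland and kidney, 7 were female-biased and 1 male-biased (8 and 1 when adjusted over the list alone; adjusted p = 0.000951, but adjusted p = 0.179 with an estimated correlation). The ovaries stood apart from each other in some of these genes. TH, an enzyme of catecholamine synthesis, lay at 8.76, 6.09 and 2.40 in the ovaries of embryos 12, 2 and 20, and STMN2, a neuronal protein, at 8.70, 10.28 and 3.02, so that the last ovary was at the level of testes in both. Over all tissues, 2220 probe sets were male-biased and 2319 female-biased, of which 10 were male-biased in 1 tissue and female-biased in another.

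**Figure D3:**
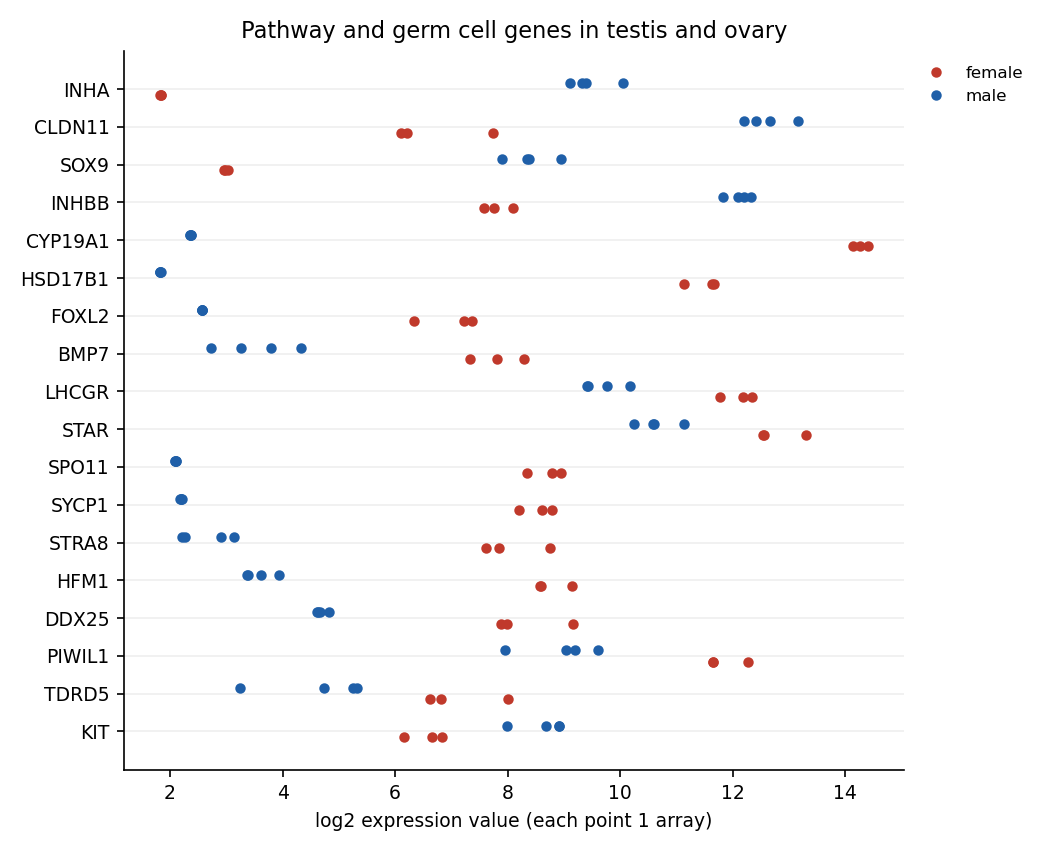
Log2 values in testes and ovaries of genes of the testis and ovary pathways, steroid synthesis, meiosis and germ cells, 1 point per array. INHBB had means of 12.11 in testes and 7.81 in ovaries, and HFM1 of 3.58 and 8.77.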

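W-linked genes made up most of what females expressed more highly everywhere. HINTW, a W-linked member of the HINT family, had a log2 value of 12.94 ± 0.72 (SD, n = 4) in female brain and 2.32 ± 0.08 (SD, n = 3) in male brain, and its log2 fold-change was -9.82 in gonads and -10.01 in heart. Its other probe set in brain showed -2.44. UBE2R2L, the W-linked copy of a ubiquitin-conjugating enzyme gene, differed by -6.56 in brain, -6.92 in gonads and -6.49 in heart. SPIN1L, the W-linked copy of a spindlin gene, differed by -5.42, -5.39 and -4.07. Of 12 genes in the list of W-linked genes, 9 were female-biased in brain (10 when adjusted over the list alone), 9 in gonads and 10 in heart (also over the list alone). As a set they passed the test in brain and heart with an estimated correlation as well (adjusted p = 0.000904 and 0.00108), but not in gonads (adjusted p = 2.12e-84, and adjusted p = 0.0738 with an estimated correlation). 2 genes that the table places on W, MBD2 and NEDD4L, were measured at log2 values of 8.49 ± 0.09 and 11.32 ± 0.17 (SD, n = 3) in male brain, although males carry no W. Both were male-biased in gonads (log2 fold-changes 0.90 and 0.65). Of the 24 probe sets female-biased in all 3 tissues, 13 were W-linked, 1 Z-linked and none autosomal, and 10 had no single placed gene. Of the 101 probe sets male-biased in all 3 tissues, 92 were Z-linked and none autosomal. In exactly 1 tissue, 2011 probe sets were male-biased and 2281 female-biased.

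**Figure D4:**
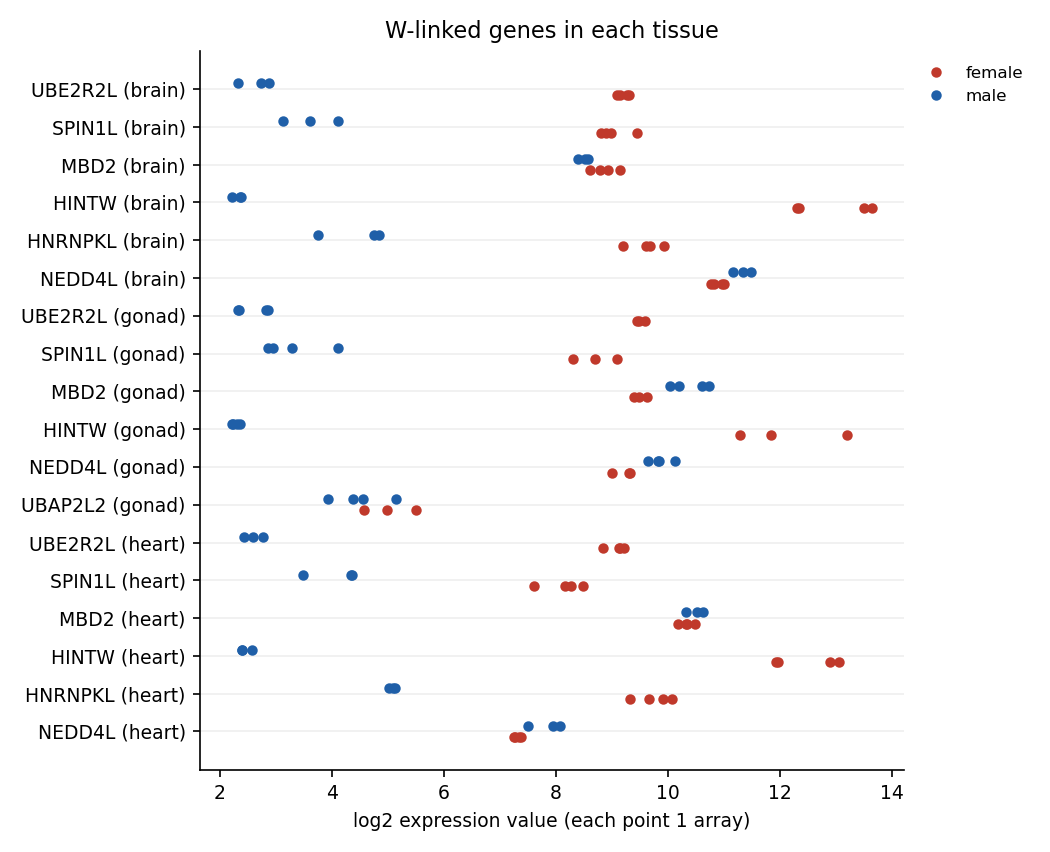
Log2 values of genes placed on W, 1 point per array, by sex and tissue. HINTW had means of 12.10 in ovaries and 2.28 in testes.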

Relatively few genes were differentially expressed in more than one tissue (Additional file 3).

### The genomic distribution of sex-biased genes

Sex-biased genes are non-randomly distributed in the chicken genome. 

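In soma, the most male-biased named genes were Z-linked. TPGS2, a subunit of an enzyme that modifies tubulin, had a log2 value of 7.63 ± 0.10 (SD, n = 3) in male brain and 5.81 ± 0.16 (SD, n = 4) in female brain (log2 fold-change 1.82, standard error 0.19, adjusted p = 1.17e-05). PRKAA1, the catalytic subunit of a kinase that senses cell energy, was 2.66-fold higher in male brain (adjusted p = 0.000245) and 3.06-fold higher in male heart (adjusted p = 6.77e-05). AK6, an adenylate kinase of the nucleus, was 2.69-fold higher in male brain (adjusted p = 6.2e-06). In heart, the DNA damage checkpoint gene RAD1 had a log2 value of 8.53 ± 0.12 (SD, n = 3) in males and 6.96 ± 0.42 (SD, n = 4) in females (adjusted p = 0.000115). WDR70 was 3.03-fold higher in male heart (adjusted p = 3.34e-05), and NMRK1, which makes a precursor of NAD, 2.88-fold (adjusted p = 0.000844). The aminopeptidase gene ERAP1 was 3.36-fold higher in male brain and 2.90-fold higher in male heart, but its other probe set showed smaller log2 fold-changes of 0.78 and 0.97. Some calls depended on the processing. In heart, ERAP1 and ARSK lost theirs in 2 of 12 alternatives, NMRK1 in 1, YTHDC2 in 3 and TTC33 in 4, while in brain TTC33 lost its call in 2 of 13 and WDR41 in 8 of 12.

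**Figure D5:**
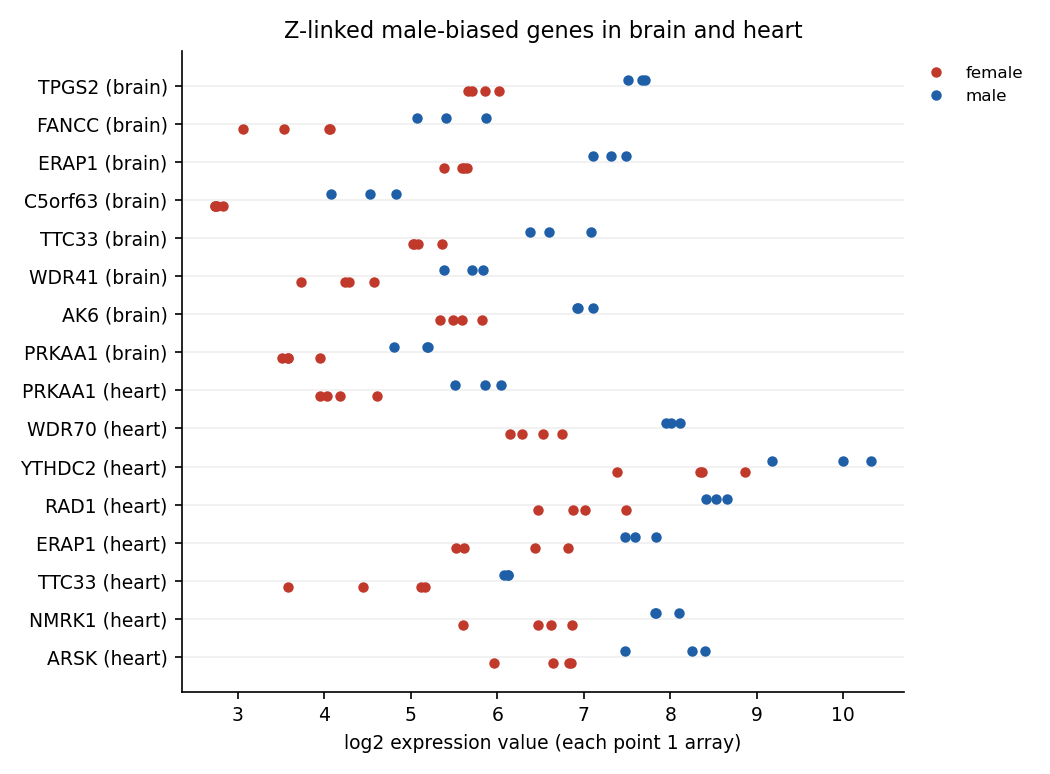
Log2 values of Z-linked male-biased genes in brain and in heart, 1 point per array. TTC33 had means of 6.69 in male and 5.12 in female brain.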

The most pronounced deviation from random expectations is the disproportionate enrichment of male-biased genes on the Z chromosome (Table 1). The Z chromosome constitutes about 5% of the chicken genome [28] and the proportion of genes with detectable expression on the arrays being Z-linked was also 5.0%. However, 23.2% of all genes with >1.5 times (corrected p < 0.05) higher expression in males than in females were Z-linked (Fisher's exact test, p < 0.001). 

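From the list of genes with a known W copy, 16 were measured in brain, 13 in gonads and 15 in heart, of which 15, 12 and 14 are placed on Z. The remaining gene is NEDD4L, which the gene table places on W and which is among those male-biased in gonads. Of these, 8 were male-biased in brain, 10 in gonads and 7 in heart, and none was female-biased (11, 10 and 8 when adjusted over the list alone). The set lay above other genes in males in every tissue (camera, adjusted p = 1.4e-21 in brain, adjusted p = 5.13e-06 in gonads and adjusted p = 2.31e-15 in heart). With an estimated correlation the call held in brain (adjusted p = 0.00168) and heart (adjusted p = 0.0036) but not in gonads (adjusted p = 0.111). The other genes of this test are mostly autosomal, so it does not separate a W copy from Z linkage. Against other Z-linked genes, the Z-linked genes with a W copy did not pass the test in soma or gonads (adjusted permutation p = 0.75 for each). TXNL1, a thioredoxin-like protein, had a log2 value of 12.28 ± 0.13 (SD, n = 3) in male brain and 11.36 ± 0.18 (SD, n = 4) in female brain (adjusted p = 0.00013). CHD1, a chromatin remodeller, was 2.17-fold higher in male brain (adjusted p = 0.00162) and 2.52-fold higher in testes (adjusted p = 2.86e-05). In heart, CHD1 was 1.83-fold higher in males (adjusted p = 0.0159) but lost its call in 7 of 12 alternatives, and its other probe set showed a log2 fold-change of 0.10. In brain its call was lost in 1 of 13. Among probe sets with a Z-linked or autosomal place, 605 of 13142 in brain, 632 of 13488 in gonads (4.69%) and 555 of 12566 in heart (4.42%) were Z-linked.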

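Z-linked genes of known function included male-biased ones in each tissue. HSD17B4, a peroxisomal enzyme of fatty acid breakdown, had a log2 value of 11.03 ± 0.11 (SD, n = 3) in male brain and 9.95 ± 0.27 (SD, n = 4) in female brain (log2 fold-change 1.08, adjusted p = 0.00015), and was 1.83-fold higher in male heart (adjusted p = 0.00154). GHR, the growth hormone receptor, was 3.31-fold higher in testes (adjusted p = 7.53e-05). LPL, the lipase of circulating lipoproteins, was 1.76-fold higher in male heart (adjusted p = 0.0297), a call lost in 7 of 12 alternatives, and AMACR, a racemase of branched fatty acids, was 1.64-fold higher in male brain (adjusted p = 0.00233), a call lost in 1 of 13. Of 19 genes in this list, 2 were male-biased in brain and 7 in gonads, and of 18 in heart 3 were (3, 7 and 4 when adjusted over the list alone). 1 was female-biased, in gonads. The set lay above other genes in males (camera, adjusted p = 0.00135 in brain, 0.0231 in gonads and 0.0115 in heart), but not with an estimated correlation (adjusted p = 0.165, 0.179 and 0.182). Every gene of the list is Z-linked, and the other genes of this test are mostly autosomal. The test therefore does not set the list apart from Z as a whole. Of all Z-linked probe sets, 28.9% were male-biased in brain, 53.0% in gonads and 29.4% in heart. Of the 1782 placed probe sets that were male-biased in at least 1 tissue, 404 (22.7%) were Z-linked, against 4.63% of all placed probe sets (Fisher's exact test, odds ratio 12.0, p = 5.45e-198).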

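In gonads, Z-linked genes held some of the largest differences of the whole genome. ALDH1A1, an enzyme that makes retinoic acid, had a log2 value of 13.87 ± 0.15 (SD, n = 4) in testes and 6.14 ± 0.97 (SD, n = 3) in ovaries, a 213-fold difference (adjusted p = 1.7e-06). The complement component gene C7 was 21.2-fold higher in testes (adjusted p = 4.57e-05), and its other probe set showed a log2 fold-change of 4.66. PTCH1, the Hedgehog receptor, was 9.55-fold higher (log2 fold-change 3.26, standard error 0.27, adjusted p = 8.44e-08), and CFC1, a co-receptor of Nodal, 14.4-fold (adjusted p = 6.48e-06). These genes stood among 1361 autosomal male-biased probe sets in gonads, whereas brain had 7 and heart 15 autosomal ones. Of placed male-biased probe sets, 175 of 182 in brain, 163 of 178 in heart and 335 of 1696 in gonads were Z-linked, which is 96.2%, 91.6% and 19.8%. These shares exceeded those of other tested probe sets (Fisher's exact test, p = 2.23e-234, 1.81e-211 and 6.52e-142). The number of autosomal probe sets in brain depended on 1 embryo, since without male replicate 19 only 158 of 202 placed male-biased probe sets (78.2%) were Z-linked. Probe sets of 1 gene are not independent, which these p-values do not take into account.

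**Figure D6:**
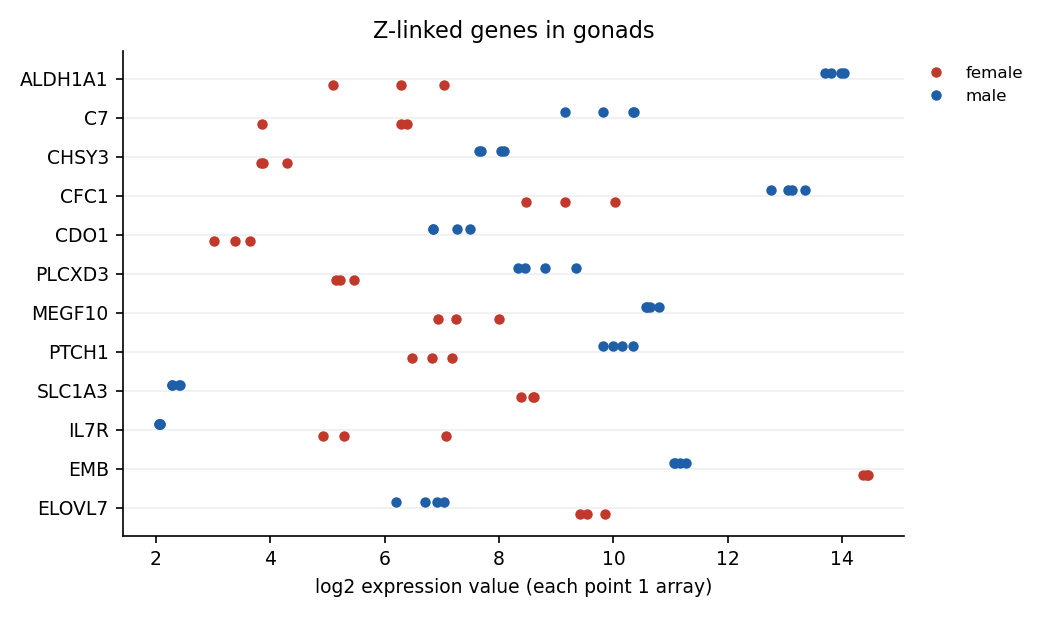
Log2 values in gonads of the Z-linked genes named in either direction, 1 point per array. C7 had means of 9.92 in testes and 5.51 in ovaries.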

More than 80% of male-biased genes in brain (90.5%) and heart (87.7%) were Z-linked, whereas sex-linkage was seen for 21.4% of male-biased genes in gonads. 

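A small number of Z-linked genes was higher in females. In gonads, SLC1A3, a glutamate transporter, had a log2 value of 8.53 ± 0.13 (SD, n = 3) in ovaries and 2.34 ± 0.08 (SD, n = 4) in testes (log2 fold-change -6.19, standard error 0.12, adjusted p = 7.77e-13). The membrane glycoprotein gene EMB was 9.68-fold higher in ovaries (adjusted p = 1.45e-07) and the fatty acid elongase gene ELOVL7 7.40-fold (adjusted p = 7.54e-08). IL7R, a receptor of lymphocytes, was 13.0-fold higher (adjusted p = 0.000631), while its other probe set showed a log2 fold-change of -1.49. In heart, GLDC, an enzyme of glycine breakdown, was the most female-biased Z-linked gene named by the rule, at 5.00 ± 0.30 (SD, n = 4) in females and 2.53 ± 0.28 (SD, n = 3) in males (adjusted p = 9.13e-08). In gonads, 44 of 1794 placed female-biased probe sets (2.45%) were Z-linked (Fisher's exact test, odds ratio 0.475, p = 2.9e-07). By the same exact test, in brain 2 of 18 (11.1%, p = 0.200) and in heart 3 of 22 (13.6%, p = 0.0708) were, which did not pass the test, and over all tissues 45 of 1826 (2.46%, p = 5.94e-07). Without female replicate 2 or 12, the brain share reached 25.0% (exact p = 0.0493), and without female replicate 12 the heart share reached 50.0% (exact p = 0.00155). The brain share fell to 1 of 92 without male replicate 19 and to 0 of 12 without male replicate 21.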

In sharp contrast to the significant excess of male-biased genes, the Z chromosome showed a deficit for female-biased genes; overall, 2.3% of all genes with higher expression in females than in males were Z-linked (p < 0.001, Fisher's exact test; Table 1).

**Table 1:** Genomic distribution of genes showing sex-biased expression in chicken at >1.5 fold-change and a corrected p < 0.05 (number of genes in parantheses)

	Z obs	Z exp	A obs	A exp	*p *value*
Female-biased					
Brain	0.067 (1)	0.048	0.933 (14)	0.952	NS
Gonads	0.021 (28)	0.051	0.979 (1278)	0.949	<0.0001
Heart	0.111 (3)	0.048	0.889 (24)	0.953	NS
All tissues	0.023 (31)	0.050	0.977 (1341)	0.950	<0.0001
Male-biased					
Brain	0.905 (143)	0.0480	0.095 (15)	0.952	<0.0001
Gonads	0.214 (263)	0.051	0.786 (986)	0.949	<0.0001
Heart	0.877(121)	0.048	0.123 (17)	0.953	<0.0001
All tissues	0.232 (305)	0.050	0.768 (1009)	0.950	<0.0001

*Fisher's exact test. NS, not significant.

For a fold-change cut off of 1.5 (corrected p < 0.05), 479 out of 623 Z-linked genes on the array (75.2%) showed male-biased expression in at least one tissue. 

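Several Z-linked genes of the respiratory chain were male-biased in every tissue. NDUFS4, a subunit of NADH dehydrogenase, had a log2 value of 11.70 ± 0.16 (SD, n = 3) in male brain and 10.52 ± 0.07 (SD, n = 4) in female brain, and was 2.64-fold higher in testes than in ovaries and 2.07-fold higher in male heart. COX7C, a subunit of cytochrome c oxidase, was 2.35-fold higher in males in brain, 2.10-fold in gonads and 1.54-fold in heart (adjusted p = 1.15e-05, adjusted p = 5.03e-06 and adjusted p = 0.0119). Its heart call was lost in 4 of 12 alternatives. In the list of oxidative phosphorylation, 4 of 72 measured genes were male-biased in brain, 6 of 71 in gonads and 3 of 75 in heart, and none was female-biased, also when adjusted over the list alone. The genes male-biased in brain were NDUFS4, COX7C and NDUFAF2, all Z-linked, and the autosomal SDHAF1, whose call was lost in 7 of 13 alternatives. The list as a whole lay above other genes in male brain (adjusted p = 0.00718, but adjusted p = 0.409 with an estimated correlation), and not in gonads (adjusted p = 0.107) or heart (adjusted p = 0.880). By an unadjusted p under 0.05, 10, 20 and 7 of its genes differed. Of all 748 Z-linked probe sets, 404 (54.0%, 95% Wilson interval 50.4 to 57.6) were male-biased in at least 1 tissue and 45 (6.02%) female-biased. A higher male mean in every tissue with values was found for 553 (73.9%). With each tissue fitted alone, the male-biased share was 49.9%.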

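Z-linked genes with a W copy were also among those above a fold-change of 2. HNRNPK, an RNA-binding protein, had a log2 value of 11.81 ± 0.06 (SD, n = 4) in testes and 10.20 ± 0.01 (SD, n = 3) in ovaries, a 3.05-fold difference (adjusted p = 1.34e-09). BTF3, a basic transcription factor, was 2.29-fold higher in testes (adjusted p = 2.44e-07). In brain, SPIN1, a chromatin reader, was 2.06-fold higher in males (adjusted p = 0.00144), and UBE2R2, a ubiquitin-conjugating enzyme, 2.09-fold (adjusted p = 0.00015), a call lost in 1 of 13 alternatives. SPIN1 in heart was 1.88-fold higher in males (adjusted p = 0.00586), a call lost in 3 of 12 alternatives. Above a fold-change of 2, 278 of the 748 Z-linked probe sets (37.2%, 95% Wilson interval 33.8 to 40.7) were male-biased in at least 1 tissue and 32 (4.28%) female-biased.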

At a fold-change of 2, 47.3% were male-biased. While these results would be consistent with theoretical expectations for the genomic distribution of (at least partially) dominant mutations, the enrichment of male-biased genes on the Z chromosome is so pronounced that general dosage compensation must be questioned. In the case of female heterogamety, dominant gain-of-function male-advantageous mutations are expected to be favoured on Z because they are more often exposed to positive than negative selection, as Z is in males two-thirds of the time [7]. However, it seems unrealistic that the great majority of all genes on the avian Z chromosome would evolve under sexual antagonism. Moreover, while an active and probably selectively favourable transfer of genes between autosomes and the X chromosome via retroposition has been documented in mammals [29] and *Drosophila *[30], the inability of the reverse transcriptase encoded by the avian *CR1 *LINE element to copy polyadenylated mRNA has generally prevented retrogene movements in the avian genome [28].

### Absence of dosage compensation in gonads and soma

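Genes at opposite ends of the intensity range were higher in males. RPL17, a ribosomal protein with high intensity, had a log2 value of 14.58 ± 0.10 (SD, n = 3) in male brain and 13.86 ± 0.18 (SD, n = 4) in female brain (adjusted p = 0.000454), a call lost in 1 of 13 alternatives. FANCC, a DNA repair protein with low intensity, lay at 5.45 ± 0.40 (SD, n = 3) and 3.68 ± 0.48 (SD, n = 4) in brain (adjusted p = 0.000676). C5orf63, lower still, was 3.28-fold higher in males (adjusted p = 0.00267), and near such a level background can compress or inflate a fold-change. Ribosomal protein genes as a list had 1 male-biased member of 59 in brain, 2 of 61 in gonads and 0 of 64 in heart (1, 1 and 0 when adjusted over the list alone), with 10, 10 and 4 at an unadjusted p under 0.05 in limma. The list did not pass the test in any tissue (adjusted p = 0.180, 0.0849 and 0.880). When Z-linked probe sets were split into 4 equal groups by their mean value, the mean fold-change in soma was 1.45, 1.52, 1.50 and 1.43 from the lowest to the highest group, and 1.58, 1.64, 1.50 and 1.62 in gonads. In the lowest and highest group, 85.1% and 94.0% of probe sets had a higher male mean in soma, and 81.6% and 85.4% in gonads. Across Z-linked probe sets, which are not independent replicates, fold-change and mean value were not related (Spearman's rho -0.04, permutation p = 0.338 in soma, and rho -0.07, permutation p = 0.0697 in gonads).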

Male expression is higher than female expression for Z-linked genes over the whole range of observed expression levels, both for genes expressed in somatic tissue and in gonads (Figure 1). The mean fold-change of Z-linked genes is 1.42 for somatic tissue and 1.63 for gonads, which is quite different from individual autosomes that are all within a mean fold-change of 0.97–1.04 for soma and 0.88–1.09 for gonads (Figure 2). 

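The Z chromosome stood apart from the autosomes in every array. In brain, Z-linked probe sets lay 0.18 ± 0.01 (SD, n = 3) above autosomal ones in males and at -0.43 ± 0.04 (SD, n = 4) in females (log2). In gonads the difference was 0.36 ± 0.02 (SD, n = 4) in testes and -0.37 ± 0.03 (SD, n = 3) in ovaries, and in heart 0.19 ± 0.04 (SD, n = 3) and -0.33 ± 0.03 (SD, n = 4). ACO1, the Z-linked aconitase gene, was 1.60-fold higher in testes (log2 values 10.94 ± 0.10, SD, n = 4, and 10.26 ± 0.23, SD, n = 3; adjusted p = 0.000592). In brain it was 1.31-fold higher in males, which did not pass the test (adjusted p = 0.231). The mean fold-change of Z-linked probe sets was 1.48 in soma (95% bootstrap interval 1.44 to 1.51, 671 probe sets) and 1.58 in gonads (1.49 to 1.68, 632 probe sets), and 1.52 in brain and 1.44 in heart taken alone. Single autosomes ranged from 0.961 on chromosome 7 to 1.18 on chromosome 16 in soma. Chromosome 16 had 28 probe sets, and the next highest was chromosome 22 with 1.05. In gonads, autosomes ranged from 0.773 to 1.05, the lowest on chromosome 16, which was the highest in soma. With whole embryos permuted, males exceeded females in Z minus autosomes by 0.56 in soma and 0.73 in gonads (log2). The exact permutation p was 0.0286 for each, the smallest that 35 splits allow. The paper reasons that arrays tend to underestimate such differences when compared with real-time PCR, and that feedback regulation in many cases buffers gene dose. From these points and the higher male values it proposes that its data lend no support to large-scale dosage compensation in chicken.

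**Figure D7:**
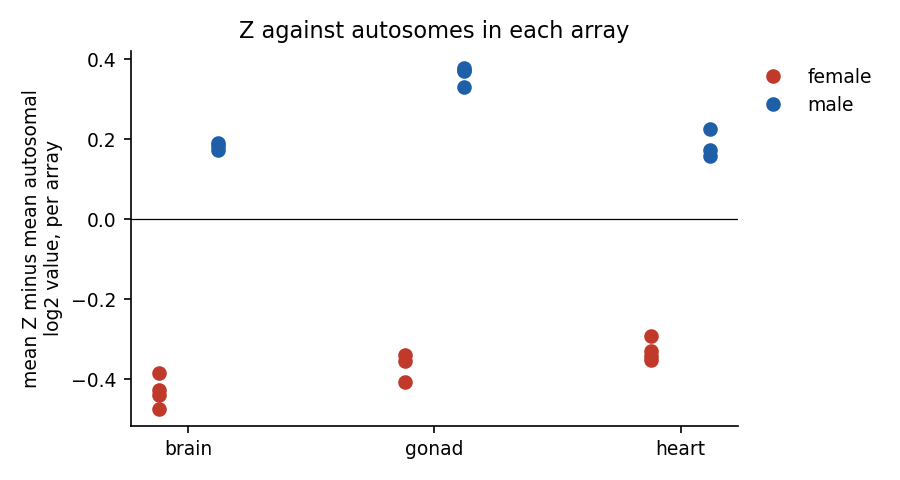
Mean log2 value of Z-linked minus autosomal probe sets, 1 point per array, by tissue and sex. Male arrays of brain lie between 0.17 and 0.19, and female arrays between -0.47 and -0.38.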

In the absence of large-scale dosage compensation, expression of Z-linked genes might be expected to be twice as high in males as in females. However, this assumes that gene dose is the only determinant of expression level, which is unlikely [31,32]. As pointed out by Gupta et al [33] and Zhang and Oliver [34], feedback regulation of biological networks will in many cases buffer differences in gene dose in that steady-state transcript levels and fold-change in expression become lower than gene dose difference. This is supported by observations that a global 1.5-fold gene dose difference due to trisomy or large chromosomal duplication in *Drosophila melanogaster *[33] as well as in mouse [35] result in a mean fold-change of only 1.1–1.2 in microarray experiments.

**Figure 1:**
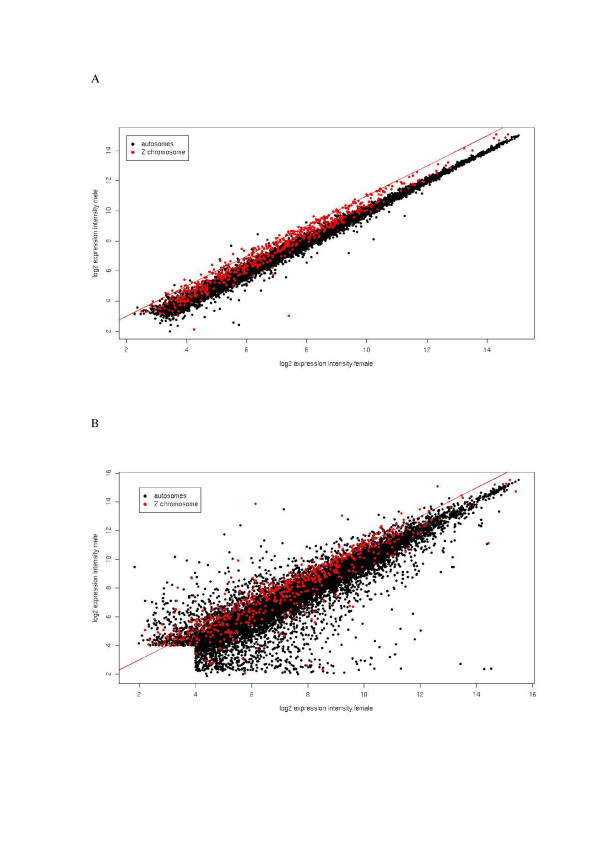
**Expression levels for individual Z-linked genes are higher in males than in females**. Scatter plots of the relationship between log_2 _hybridization intensities of individual genes in (a) soma and (b) gonads of male and female chicken embryos. The red line corresponds to twofold higher hybridization intensity in males than in females.

**Figure 2:**
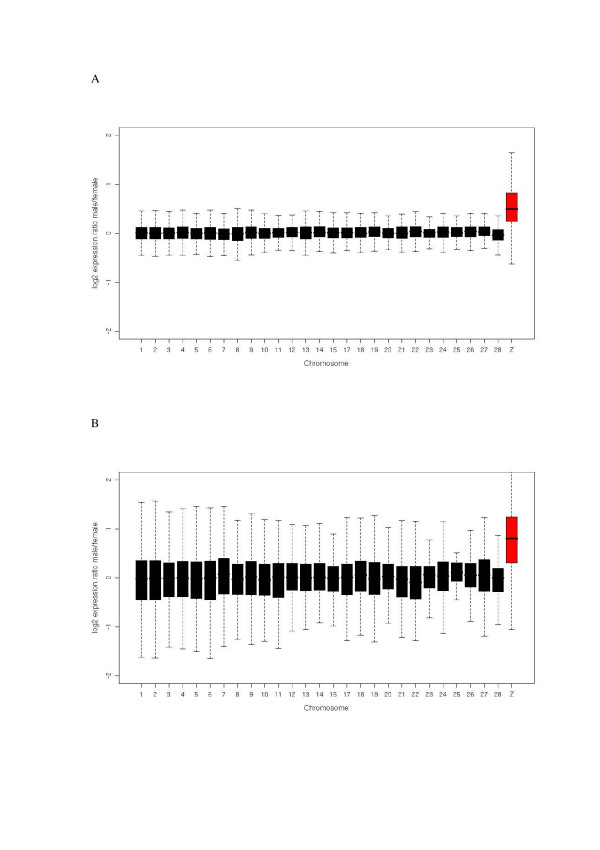
**Higher fold-change expression sex difference for the Z chromsome than for individual autosomes**. Box plots showing median of log2 male-to-female fold-change values per chromosome in (a) soma and (b) gonads. Boxes represent the mid 50% of the data (first and third quartiles) and whiskers extend to the minimum and maximum values that are not outliers (defined as >1.5 units away from first and third quartiles. Data from the Z chromosome is shown in red.

The distribution of fold-change for individual Z-linked genes is shifted towards higher values, is broader and less symmetrical compared to the distribution for autosomal genes (Figure 3). This would be consistent with feedback regulation, or buffering, of Z-linked genes, the magnitude and efficiency of which must vary among genes involved with different pathways and networks. Moreover, the shape of the distribution of fold-change values for Z-linked genes tends to show a (secondary) peak at a fold-change of 2. This could reflect the fact that the regulation of expression of some genes is without feedback control mechanisms, yielding a close correlation between gene dose and expression level.

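In gonads, the upper tail of the Z-linked distribution was made up of genes many times higher in testes. CHSY3, a chondroitin synthase, had a log2 value of 7.86 ± 0.23 (SD, n = 4) in testes and 4.00 ± 0.25 (SD, n = 3) in ovaries (adjusted p = 2.5e-06). CDO1, an enzyme of cysteine breakdown, had a log2 fold-change of 3.77 (adjusted p = 1.99e-08), PLCXD3, a phospholipase-like protein, 3.46 (adjusted p = 7.57e-09), and the engulfment receptor MEGF10 3.26 (adjusted p = 5.81e-08), with 2.04 for its other probe set. Among the named Z-linked genes of soma, no male-biased one reached a 4-fold difference. The SD of log2 fold-changes in soma was 0.49 among 671 Z-linked and 0.30 among 14327 autosomal probe sets (permutation p = 1e-05, the smallest possible with 100000 resamples). In gonads it was 1.08 and 1.01 (permutation p = 0.426), so a difference in SD was found in soma and not detected in gonads. Skewness was -1.79 for Z-linked and -0.47 for autosomal probe sets in soma (permutation p = 0.187), and -0.60 and -1.40 in gonads (permutation p = 0.381). Skewness depends strongly on single values. The lowest Z-linked gene of soma, RBP4, chosen after its value was seen, lay at -4.26, and the next, ZNF366, at -2.03. Skewness without RBP4 was not computed, so the value in soma may not describe Z as a whole. The middle 50% of values ran from 0.28 to 0.89 for Z-linked and from -0.12 to 0.13 for autosomal probe sets in soma, and from 0.24 to 1.18 and from -0.35 to 0.31 in gonads. By this range, which was not tested, Z was wider in gonads as well.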

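Z-linked genes near a log2 fold-change of 1 included NDUFAF2, an assembly factor of NADH dehydrogenase. Its log2 value was 8.24 ± 0.20 (SD, n = 4) in testes and 7.23 ± 0.20 (SD, n = 3) in ovaries (log2 fold-change 1.00, standard error 0.14, adjusted p = 2.37e-05), and in brain its log2 fold-change was 1.12 (adjusted p = 7.88e-05). RASA1, a regulator of Ras signalling, had 1.31 in gonads (adjusted p = 0.000217), where its other probe sets had 0.85 to 0.91. ATP5F1AZ, a subunit of ATP synthase, had 0.93 in gonads (adjusted p = 3.31e-05). In soma, 30.8% of Z-linked probe sets had a log2 fold-change within 0.25 of 1, against 1.17% of autosomal ones, and 27.5% against 5.73% in gonads. A fold-change of 2 or more was reached by 15.5% of Z-linked probe sets in soma and 35.6% in gonads. The density of Z-linked log2 fold-changes in soma had 1 maximum, at 0.61, when smoothed by Scott's rule, and maxima at 0.65 and 0.90 with 0.6 of that bandwidth. In gonads the single maximum lay at 0.85 and at 0.96 with these bandwidths, and with 0.4 of Scott's rule maxima lay at 0.60 and 0.98. The number of maxima thus depended on the bandwidth, and no test of a further peak was made.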

**Figure 3:**
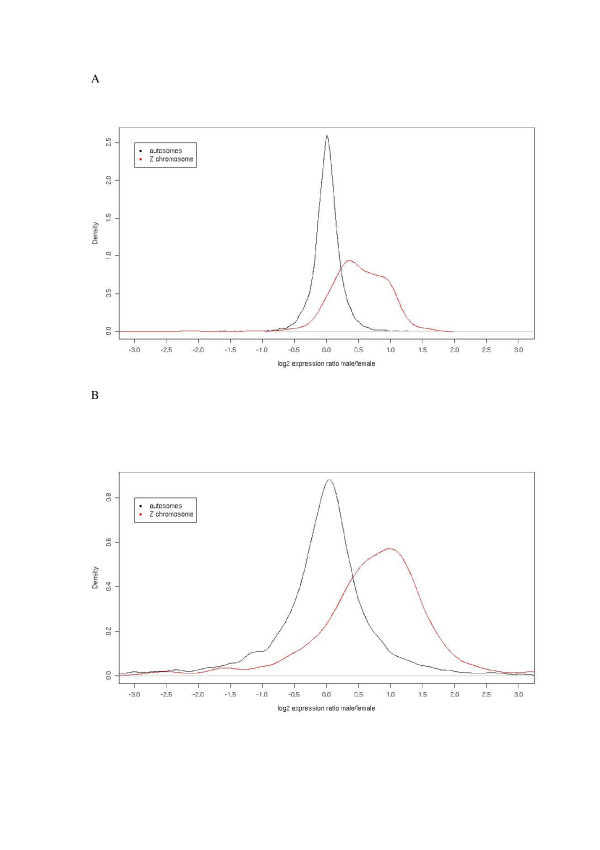
**The distribution of fold-change values differ between Z-linked and autosomal genes**. Fold-change values for autosomal (black) and Z-linked (red) genes in (a) soma and (b) gonads. Note different scales on y axes in (a) and (b).

In a previous study we showed that microarray hybridization tend to underestimate sex-related differences in expression of Z-linked genes in chicken, as calibrated against data from real-time PCR experiments [14]. This would indicate that our mean fold-change values of 1.42 (soma) and 1.63 (gonads) probably reflect true fold-change values closer to 2. Importantly, these previous experiments give independent technical support for higher male than female expression of Z-linked genes in chicken. For nine Z-linked genes where microarrays revealed fold-change estimates of 1.20–1.64 (mean = 1.41) times higher expression in males than females, real-time PCR showed 1.44–2.12 (mean = 1.82) times higher male expression [14]. Moreover, there is a relatively strong correlation between fold-change estimates from microarray hybridization and real-time PCR (r^2 ^= 0.54, p < 0.01, Additional file 4). Moreover, a similar conclusion was reached by Itoh et al [27] who performed real-time PCR experiments with 18 zebra finch (*Taeniopygia guttata*) or chicken genes for which data on sex-biased expression was available from microarrays. The mean fold-change in their study was 1.55 for microarray data and 1.99 for real-time PCR (r^2 ^= 0.80, p < 0.001). In light of this, our data is most easily conceived in the absence of large-scale dosage compensation in chicken.

### Unbiased genes on the Z chromosome

It is of interest to specifically study the expression levels of sexually unbiased genes on the Z chromosome because this could potentially indicate how differences in sex-linked gene dose are being dealt with. 

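DMRT1 in brain and ACO1 in heart are Z-linked genes whose fold-change lay under 1.2. DMRT1, a transcription factor of testis development, had a log2 value of 4.62 ± 0.36 (SD, n = 3) in male and 4.41 ± 0.16 (SD, n = 4) in female brain (adjusted p = 0.717). ACO1 lay at 9.91 ± 0.14 (SD, n = 3) in male and 9.86 ± 0.10 (SD, n = 4) in female heart (adjusted p = 0.953). Such unbiased probe sets were 20.7% of Z-linked and 77.4% of autosomal ones in soma, and 13.4% and 42.7% in gonads. In soma, the mean log2 value of the 139 unbiased Z-linked probe sets was 7.64 (95% bootstrap interval 7.24 to 8.04) and that of the 11085 unbiased autosomal ones 8.05 (8.01 to 8.09). This is a 1.33-fold difference (1.01 to 1.76, bootstrap p = 0.0450, n = 139 and n = 11085). In gonads, unbiased Z-linked probe sets had a mean of 8.00 and autosomal ones 8.16, a 1.12-fold difference that did not pass the test (0.764 to 1.62, bootstrap p = 0.561, n = 85 and n = 5488). With 1 embryo left out, the difference ranged from 0.372 to 0.692 in soma and from 0.0382 to 0.389 in gonads (log2). Unbiased probe sets were selected by the closeness of the sexes, so males and females lay close within the Z-linked ones of soma, at 7.69 and 7.60. The other Z-linked probe sets lay at 7.96 in males and 7.27 in females, a gap that the selection also brings about. The result in soma was close to its threshold. It turned its direction under the stricter expression filter (-0.21 for autosomes minus Z in log2), and it was no longer past the threshold with 1 probe set per gene, with a filter on the mean of both sexes, with unbiased set as a fold-change under 1.5, or without female replicate 2 or 12.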

Unbiased Z chromosome genes are expressed at lower levels than unbiased autosomal genes, for somatic tissue significantly so (≈ 1.8 times higher expression on autosomes than on the Z chromosome, p < 0.001) (Figure 4). This suggests that for unbiased Z-linked genes the major mechanism for sex-specific regulation is reduction of male expression. Furthermore, a number of gene ontology (GO) terms are significantly over-represented among unbiased Z chromosome genes (Additional file 5), while other terms are over-represented among those that are sex-biased (Additional file 6). For instance, genes with equal expression in males and females are in all tissues enriched for basic cellular functions such as regulation of metabolism and physiological processes.

**Figure 4:**
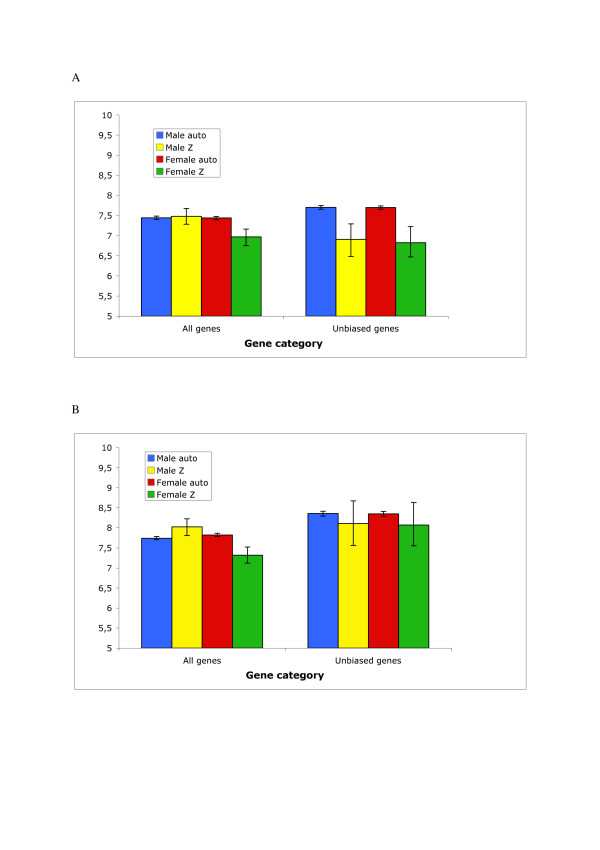
**Similar levels of male and female autosomal, and male but not female Z-linked, gene expression**. Histograms of mean log_2 _hybridization intensities for all genes, and unbiased genes (<1.2 fold-change), in (a) soma and (b) gonads. Male autosomal genes are shown in blue and female genes in red, whereas Z-linked genes in males are shown in yellow and in females in green. Error bars correspond to 95% confidence intervals.

In mammals, about 15% of X-linked genes escape dosage compensation through X chromosome inactivation [18] and it has been shown that genomic features such as the density of retrotransposon [36] and microsatellite repeats [37], sequence motifs [38-40], and CpG islands [18,41] correlate with the distribution of genes that are not repressed by epigenetic modification. Consistent with an absence of dosage compensation, we found no relationship between the degree and direction of sex-biased expression on the Z chromosome and neither GC content or the density of genes and *CR1 *retrotransposons (r^2^<0.01, not significant). However, fold-change values for individual genes are related to chromosome position with higher estimates on the q arm (mean gonads = 1.75, mean soma = 1.47) than on the p arm (mean gonads = 1.50, mean soma = 1.37, p < 0.005 in both cases). This suggests that the distribution of fold-change values over the Z chromosome is related to the evolutionary history of sex chromosomes. 

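DMRT1 lies at 0.346 of the order of genes along the Z chromosome in the GRCg7b gene table. In gonads it was expressed at 13.83 ± 0.10 (SD, n = 4) in testes and 13.45 ± 0.11 (SD, n = 3) in ovaries (log2 fold-change 0.38, standard error 0.16, adjusted p = 0.0883), while its other probe set showed a log2 fold-change of 1.41. With each tissue fitted alone, its adjusted p fell under 0.05, at a fold-change still under 1.5. Genes in the order around DMRT1 had low fold-changes in soma. The fourth of 10 equal parts of the gene order had a mean of 1.24 (95% interval 1.14 to 1.36, 81 probe sets), and the sixth part the highest mean, 1.65 (1.56 to 1.75, 82 probe sets). In gonads, the sixth part again had the highest mean, 2.06 (1.82 to 2.34), and the third part the lowest, 1.36 (1.18 to 1.57). The fourth part, lowest in soma, had 1.57 in gonads (1.37 to 1.80, 79 probe sets), near the mean of all Z-linked probe sets there, 1.58. With the boundary at a fraction of 0.333 of the gene order, the mean fold-change in gonads was 1.47 in the earlier and 1.66 in the later part (permutation p = 0.0510), and in soma 1.48 and 1.47 (permutation p = 0.845). Across Z-linked probe sets, fold-change and order gave Spearman's rho of 0.06 in soma (permutation p = 0.142) and 0.04 in gonads (permutation p = 0.314). The permutations of both tests shuffled probe sets, which are not independent replicates and can share a gene and its place. The outcome depended on the boundary and, in gonads, on single embryos. In gonads the permutation p also fell under 0.05 without female replicate 12, male replicate 16 or male replicate 21, and without the genes of the lowest run in soma, a setting chosen after the values were seen. At 0.4 of the order, the later part exceeded the earlier one by 0.11 in soma (permutation p = 0.00424) and by 0.21 in gonads (permutation p = 0.0140) in log2, and the position of the arms themselves is not given in the table.

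**Figure D8:**
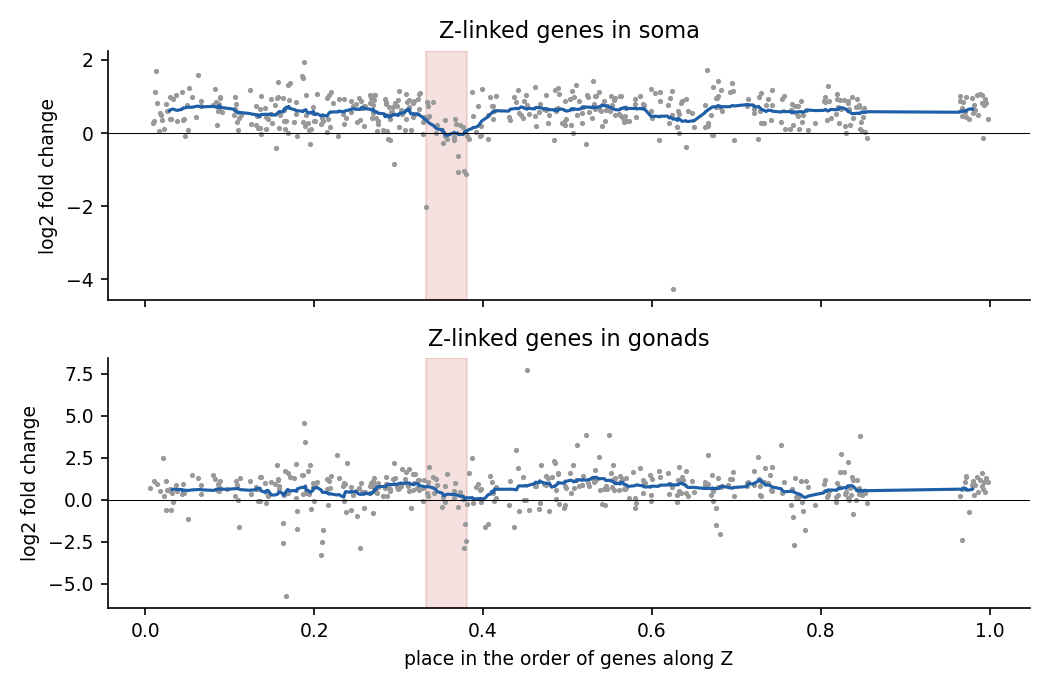
Log2 fold-change of each Z-linked gene against its place in the order of genes along Z, in soma and gonads, with a running mean as a line. The shaded 25 neighbouring genes had the lowest mean in soma, -0.07.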

Similar to the case in mammals [42], avian sex chromosome evolution has been characterized by step-wise cessation of recombination between the Z and W chromosomes that have generated at least two evolutionary strata, roughly corresponding to the p and q arms [43]. Interestingly, the absence of dosage compensation would facilitate the fixation of male-beneficial mutations because the default situation is higher gene expression in males than in females. However, as the accumulation of sexually antagonistic mutations and the subsequent sex-specific regulation of expression levels are likely to be slow processes, the incidence of genes with pronounced sex-biased expression should increase with time since arrest of recombination between Z and W, which is observed herein.

### Unequal expression levels of sex-linked and autosomal genes in female birds

It has recently been recognized that gene expression from the single (active) X chromosome of mammals is up-regulated to harmonize levels of autosomal gene expression [33,44] and similar adjustment occur in worms and flies [33]. However, in female chicken, mean autosomal gene expression is 39% higher in somatic tissue (mean = 7.44. 95% CI = 7.39–7.48), and 43% higher in gonads (mean = 7.82, 95% CI = 7.78–7.86), than Z-linked gene expression (soma, mean = 6.97, 95% CI = 6.77–7.15, p < 0.001; gonads, mean = 7.32, 95% CI = 7.12–7.52, p < 0.001) (Figure 4, Additional file 7). 

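Autosomal and Z-linked genes differed in level within females. In female soma, autosomal probe sets had a mean log2 value of 7.70 (95% bootstrap interval 7.66 to 7.73) and Z-linked ones 7.34 (7.17 to 7.52). Autosomal expression was 28.2% higher (13.1 to 44.8, bootstrap p = 0.0002, n = 14327 and n = 671). In ovaries, autosomal probe sets had a mean of 7.71 (7.67 to 7.75) and Z-linked ones 7.34 (7.15 to 7.54), so autosomal expression was 28.9% higher (11.8 to 48.5, bootstrap p = 0.0001, n = 12856 and n = 632). The female arrays of heart lay between -0.35 and -0.29 in Z minus autosomes and those of ovaries between -0.41 and -0.34 (log2), so every female array had the same direction. The intervals resample probe sets, which share genes and arrays, and therefore cover the spread between probe sets and not between embryos.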

Somatic expression levels of Z-linked genes in males are, on average, very similar to those of autosomal genes (mean log_2 _hybridization intensities of 7.48 (95% confidence interval (CI) = 7.28–7.68) and 7.44 (95% CI = 7.40–7.48), p = 0.37 by bootstrapping), while in gonads Z-linked expression is in fact somewhat higher (mean = 8.02, 95% CI = 7.82–8.22) than autosomal expression (mean = 7.74, 95% CI = 7.70–7.79, p = 0.006). In addition to the inequality in sex-linked gene expression between males and females, in chicken there is thus also an imbalance in sex-linked and autosomal gene expression in one of the sexes.

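In males, Z-linked genes lay above autosomal genes in all tissues. In male soma, the mean log2 value of Z-linked probe sets was 7.90 (95% bootstrap interval 7.73 to 8.08), and that of autosomal ones 7.70 (7.66 to 7.74). Autosomes minus Z was -0.20 (-0.38 to -0.02, bootstrap p = 0.0250, n = 14327 and n = 671). In testes, Z-linked probe sets had a mean of 8.00 (7.81 to 8.20) and autosomal ones 7.64 (7.60 to 7.68), a difference of -0.36 (-0.56 to -0.16, bootstrap p = 0.0004, n = 12856 and n = 632). Male arrays of heart lay between 0.16 and 0.23 in Z minus autosomes and those of testes between 0.33 and 0.38 (log2). With 1 probe set per gene, the difference in male soma was -0.11 and did not pass the test.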

### Comparison to the study of Itoh et al [27]

Itoh et al [27] used a chicken oligonucleotide array and a small zebra finch cDNA array to demonstrate that expression levels of Z-linked genes in somatic tissue of these bird species are generally lower in females than in males. In the general sense, our study confirms the unexpected results of Itoh and co-workers [27], highlighting an unprecedented case of organisms in which the supposedly ubiquitous occurrence of dosage compensation of sex-linked genes is now shown to be weak or absent. However, there are also some differences between the two studies. The inclusion of gonads in the present study, but not by Itoh et al [27], is important because the proportion of genes showing sex-biased expression in gonads is much higher than in somatic tissue and because both the genomic distribution of sex-biased genes and the pattern of dosage compensation have been shown to differ between somatic tissue and germ line in other organisms [11,45]. Nevertheless, as for somatic tissue, we find that Z-linked gene expression in gonads is lower in females than in males, and that Z-linked expression in females is lower than autosomal expression. If anything, the difference between the sexes is more pronounced for gonads (mean fold-change of 1.63) than for somatic tissue (1.42).

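Single Z-linked genes differed more in gonads than in soma. HEMGN, a nuclear protein of blood-forming cells, had a log2 fold-change of 2.69 in gonads (standard error 0.29, adjusted p = 1.59e-06) and 1.28 in heart (standard error 0.29, adjusted p = 0.0249), and its heart call was lost in 6 of 12 alternatives. A test of the difference between gonads and soma covered 433 Z-linked probe sets. At an adjusted p under 0.05 in limma, 62 had a larger and 44 a smaller log2 fold-change in gonads. With the embryo as a block, the numbers were 70 and 47. Over 555 Z-linked probe sets measured in both, the mean log2 fold-change was 0.09 larger in gonads (95% bootstrap interval 0.00 to 0.17), and 59.1% of probe sets had the larger value there. Autosomal probe sets moved by -0.03. With the 6 embryos that had arrays of gonads and soma permuted, the difference was 0.16 (exact permutation p = 0.10, the smallest that 20 splits allow), so the design could not reach p under 0.05.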

Our study also adds other perspectives to the way the dose of sex-linked genes in chicken relates to expression levels. We show that, for genes on the Z chromosome that are not sex-biased, this is most likely achieved by down-regulation of male expression rather than up-regulation of female expression. We find that unbiased and sex-biased genes differ with respect to gene ontology, while there is no clear association between bias in gene expression and genomic parameters such as repeat content and base composition. However, there is a more distinct sex-bias in expression for genes on the evolutionarily older q arm than on the p arm.

Perhaps most importantly, while Itoh et al [27] concluded that dosage compensation is ineffective in birds, we question whether it occurs at all in the sense of a chromosome-wide mechanism for the general adjustment of expression levels of sex-linked genes in one or both of the sexes. As argued above, the observation of 1.4–1.6 times higher Z-linked expression in males than in females coupled with the facts that microarray hybridization tend to underestimate fold-change when calibrated against real-time PCR experiments and that negative feedback or autoregulation of expression is likely to occur at the level of individual genes, suggests to us that microarray data do not provide support for the existence of dosage compensation in birds.

## Conclusion

Chicken is the prime avian model. If we assume that the absence of large-scale dosage compensation in chicken is representative for other birds this obviously raises the question of how birds can cope with an imbalance in the expression levels of sex-linked genes in males and females. A similar question can be raised for the relative levels of gene expression of Z-linked and autosomal genes in females. As stated by Graves [20], "...the Z is a large chromosome, containing thousands of genes, and it would be remarkable if none of them were dosage-sensitive. An extra copy of most human autosomes is lethal in embryonic or fetal life". Possible explanations to this puzzling situation include that there would be less need for compensation, that there are constraints preventing large-scale compensation to evolve, or that compensation indeed does occur but at the post-transcriptional level.

One consequence of a lack of avian dosage compensation is that an excess of male-biased genes seen on the Z chromosome might not necessarily be related to the predictions from the fixation probability of sex-linked, sexually antagonistic mutations [12,13]. A critical test of these hypotheses would thus require other approaches than measuring the abundance of male-biased and female-biased genes on the Z chromosome.

The extensive sex difference in the expression of Z-linked genes would contribute to sexual dimorphism [26], which in many cases must be adaptive. It is noteworthy in this respect that sexual selection [46] and sexual dimorphism [47] are particularly pronounced in birds compared to many other organisms. Moreover, it is possible that large-scale differences in sex-linked gene expression between male and female birds are directly or indirectly related to avian sex determination, the mechanism of which is still a matter of debate. One model posits that Z chromosome dose determines sex in birds. If correct, absence of dosage compensation could either broadly affect the expression of critical components of the sex determining pathway or could be an indirect means for ensuring differential expression of a possible single sex-determining Z-linked gene, such as *DMRT1 *[48,49].

## Methods

### Sample collection

Fertilized eggs from White Leghorn fowl were purchased from OVA Production (Morgongåva, Sweden). The eggs were incubated at 37.5°C and 60% relative humidity, and were turned every 3 h. After 18 days of incubation (ed18), the embryos were euthanized by decapitation. A piece from the apical part of the heart was collected and the left gonad and the brain were excised. The cerebellum, the optic lobes and the cerebral hemispheres were removed from the brain and, consequently, the brain sample included the intact diencephalon and remaining parts from other regions. The samples were immediately frozen in liquid nitrogen and then stored at -70°C. The embryos were sexed by ocular inspection of the gonads and Müllerian ducts.

### RNA preparation and microarray hybridization

Heart, left gonads and diencephalon from each of four male and four female embryos were homogenized by syringe and needle followed by use of the Homogenizer system (Invitrogen, Carlsbad, CA, USA). RNA was extracted from heart and brain homogenates with the PureLink Micro-to-Midi Total RNA Purification System (Invitrogen), and RNA was then DNase treated with a DNA-free kit (Ambion, Austin, TX, USA). Due to limited amounts of available tissue, gonad RNA extraction was performed with an RNeasy Micro Kit (Qiagen, Hilden, Germany) with integrated DNase treatment. RNA concentration was measured with ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and RNA quality was evaluated using the Agilent 2100 Bioanalyzer system (Agilent Technologies Inc, Palo Alto, CA). A total of 2 μg of total RNA from each sample were used to prepare biotinylated fragmented cRNA according to the GeneChip^® ^Expression Analysis Technical Manual (Rev. 5, Affymetrix Inc., Santa Clara, CA, USA). Chicken Affymetrix   GeneChip expresssion arrays were hybridized for 16h in a 45°C incubator, rotated at 60 rpm. According to the GeneChip^® ^Expression Analysis Technical Manual (Rev. 5, Affymetrix Inc.), the arrays were then washed and stained using the Fluidics Station 450 and finally scanned using the GeneChip^® ^Scanner 3000 7G. In total, 24 hybridizations were made (4 individuals × 3 tissues × 2 sexes); however, three samples failed to meet Affymetrix quality control criteria and were removed from further analysis (heart and brain from one male, and gonads from one female).

### Microarray data analysis

All pre-processing and statistical analysis of microarray data was performed in R [50] version 2.4.1 using Bioconductor packages release 1.9 [51]. The CEL files were processed using GCRMA [52], a background adjustment method taking into account the GC content of probes when assessing non-specific binding, followed by quantile normalization and median-polish summarization of probe intensities into probe set intensities. A linear model was fitted to the log_2 _of the expression levels based on all probe sets and considering sex and tissue as a combined factor using the Limma package [53]. After pre-processing and linear model fitting the probe sets were filtered on expression; an expression threshold was set on both average expression level and absent/present calls from the R implementation of the Affymetrix MAS 5.0 algorithm. Only probe sets with average expression over a defined threshold and present in more than half of the samples within at least one tissue-sex combination were considered as significantly expressed. This resulted in 15398 probe sets for heart, 16846 for brain and 17438 for gonads, and these probe sets composed the reference for analysis of differently expressed genes between the sexes.

### Annotation of probe sets

Annotations for the probe sets were extracted from Ensembl [54] via biomRt in R. The Ensembl mapping of probe sets is based on alignments of individual probes to the chicken genome version 2.1 (WASHUC2 May 2006) and covers 21885 of the 37693 chicken-specific probe sets, which is close to the total number of protein-coding genes in the chicken genome identified by Ensembl. Several transcripts are represented by more than one probe set; the 21885 probe sets with annotation corresponds to 14414 unique transcripts. The genomic location for probe sets was taken from Ensembl. Gene ontology (GO) terms were available from the Gene Ontology Annotation Database [55] for 18239 of the 21885 chicken probe sets with Ensembl annotation. To get a broader overview of the GO terms assigned to genes, the terms were traced back to the ancestral term at different levels in each of the gene ontology classes biological process, molecular function and cellular component. These limited sets of terms where then used to test for over- and under-representation among biased genes.

### Statistical analysis

Fold-change was calculated as the average male expression over average female expression, and a Bayesian moderated t-statistic for differential expression between males and females was then generated for each tissue. To take multiple testing into account p values (corrected p values) were adjusted using the Benjamini and Hochberg false discovery rate (FDR) method [56]. Probe sets with an absolute fold-change value larger than various threshold levels were considered sex-biased. Statistical testing of differences in levels of hybridization intensities between sex and/or chromosome categories were performed by bootstrapping. The Fisher's exact test was used to test the distribution of gene ontology terms and the distribution of sex-biased genes across chromosomes. Spearman rank correlation coefficients were calculated for the continuous fold-change values and several genomic parameters including gene density, microsatellite and CR1 retrotransposons repeat density, and GC content, all taken from Ensembl. These parameters were estimated based on averaging over a 100 kb window surrounding each gene.

Microarray data presented in this study has been deposited to the Gene Expression Omnibus (GEO) at NCBI (Data set GSE8693).

## Competing interests

The author(s) declares that there a re no competing interests.

## Authors' contributions

HE conceived of and designed the study, analysed the data and wrote the paper, LHR processed and analysed the microarray data, BB dissected the birds, and LD, KK and BS participated in the design of the study.

## Supplementary Material

Additional file 1 Number of genes showing sex-biased expression pattern in brain, gonads and heart of chicken embryos at different cut-off levels. Click here for file

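The table counts probe sets above 4 levels of fold-change, with and without the adjusted p. In gonads, the genes named above the highest level include CYP19A1 and HSD17B1 in ovaries and INHA in testes, and in brain and heart they include W-linked genes such as HINTW. At a fold-change over 3 and an adjusted p under 0.05, 567 probe sets were male-biased and 876 female-biased in gonads, 8 and 27 in brain, and 8 and 37 in heart. At a fold-change over 2, these numbers were 1278 and 1554 in gonads, 110 and 34 in brain, and 75 and 51 in heart. In soma the male-biased probe sets thus became fewer than the female-biased ones between the levels of 2 and 3, with 20 and 29 in brain and 25 and 44 in heart at 2.5.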

Additional file 2 Number of genes showing sex-biased expression in brain, gonads and heart of chicken embryos at different cut-off levels. Click here for file

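Most probe sets above a fold-change of 1.5 in soma did not pass the adjusted p. In brain, 880 had a higher male and 562 a higher female mean above this level, of which 205 and 50 passed. In heart these were 779 and 684, of which 205 and 60 passed, and in gonads 2739 and 2819. Some of these numbers depended on single embryos and on the fit. Female-biased probe sets in brain numbered 143 without male replicate 19, 124 with array quality weights and 30 with the tissue fitted alone. Male-biased ones in heart numbered 110 without male replicate 21, and with each tissue fitted alone they were 93 in heart and 133 in brain, and the female-biased ones in heart 37. SOX2, a transcription factor of neural and germ cells, shows why the p matters. In brain it was 4.45-fold higher in males, at 6.57 ± 2.46 (SD, n = 3) against 4.41 ± 1.58 (SD, n = 4), with an adjusted p of 0.639. By an unadjusted p under 0.05 in limma, 1639 probe sets differed in brain, 6852 in gonads and 1606 in heart.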

Additional file 3 **Venn diagrams showing the number of genes with sex-biased expression in one or several tissues of chicken embryos**. (a) Genes with a fold-change of >1.5 and corrected p < 0.05; (b) genes with a fold-change of >2 and corrected p < 0.05. 

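Z-linked genes made up most of the male-biased overlap between tissues and W-linked genes much of the female-biased overlap. Of the 130 probe sets male-biased in brain and heart, 118 were Z-linked, where 51.6 would be shared on Z if the calls were independent (exact hypergeometric test, one-sided p = 1.65e-42). Brain and gonads shared 135, of which 119 were Z-linked, and gonads and heart 146, of which 124 were Z-linked. Of the 27 probe sets female-biased in brain and heart, 15 were W-linked, with 10.7 for independent calls (exact one-sided p = 1.84e-05). The tissues share embryos, and the joint fit gives a probe set the same spread in every tissue. Calls of the tissues are therefore linked in any case, which these p-values do not take into account. Brain and gonads shared 28 and gonads and heart 31. In exactly 2 tissues, 108 probe sets were male-biased and 14 female-biased. Autosomal probe sets shared by pairs of tissues numbered at most 2 in either direction.

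**Figure D9:**
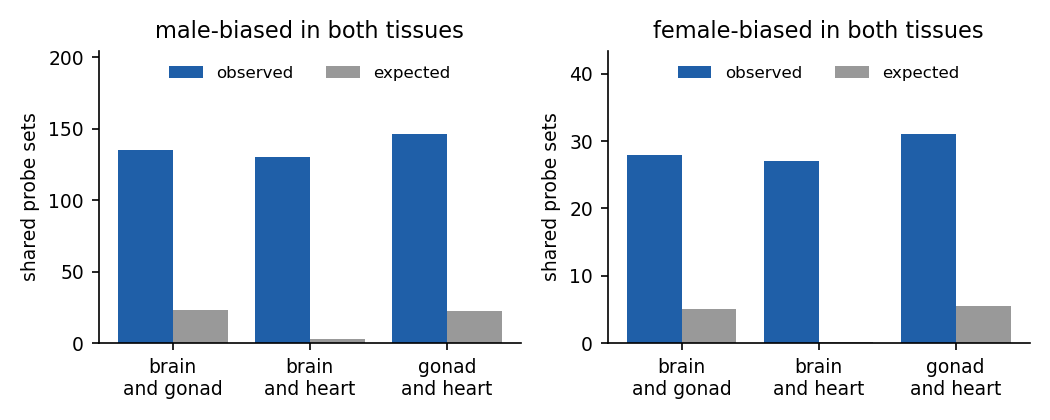
Probe sets biased in the same direction in both tissues of a pair, beside the number expected if the calls were independent. For male-biased probe sets of brain and heart, 2.78 were expected.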

The total number of unbiased hybridizing genes is shown in the lower right corner. Click here for file

Additional file 4 **The relationship between observed male-to-female fold-change in expression level of Z-linked genes in microarray and real-time PCR experiments**. Data are from Scholz et al [14]. Click here for file

Additional file 5 Level 4–5 gene ontology (GO) terms for biological processes overrepresented among unbiased (fold-change <1.2) Z-linked genes. Click here for file

Additional file 6 Level 3–5 gene ontology (GO) terms for biological processes overrepresented among Z-linked genes showing male-biased expression (>1.5 fold-change, corrected *p *< 0.05). Click here for file

Additional file 7 **Box plots showing median of log_2 _absolute hybridization intensities in soma per chromosome in (a) females and (b) males**. Boxes represent the mid 50% of the data (first to third quartiles) and whiskers extend to the minimum and maximum values that are not outliers (defined as >1.5 times the box length away from first and third quartiles). Data from the Z chromosome is shown in red. Click here for file

# Supplementary material for: Faced with inequality: chicken do not have a general dosage compensation of sex-linked genes
**Source:** BMC Biol. 2007 Sep 20;5:40. doi: 10.1186/1741-7007-5-40
**Supplement:** Additional file 1 — Number of genes showing sex-biased expression pattern in brain, gonads and heart of chicken embryos at different cut-off levels.

## Additional file 1 - Number of genes showing sex-biased expression pattern in brain, gonads and heart of chicken embryos at different cut-off levels

| Sex-biased pattern | Brain  (n = 16 846) | Gonads  (n = 17 438) | Heart  (n = 15 398) |
| --- | --- | --- | --- |
| Female-biased |  |  |  |
| > 1.5-fold | 603 (57) | 3 059 (2344) | 690 (75) |
| > 2.0-fold | 164 (40) | 1 808 (1660) | 232 (62) |
| > 2.5-fold | 90 (32) | 1 246 (1196) | 117 (50) |
| > 3.0-fold | 61 (29) | 978 (953) | 76 (41) |
| Male-biased |  |  |  |
| > 1.5-fold | 930 (229) | 2 947 (2150) | 845 (202) |
| > 2.0-fold | 282 (124) | 1 533 (1367) | 181 (77) |
| > 2.5-fold | 79 (25) | 927 (873) | 62 (29) |
| > 3.0-fold | 35 (11) | 644 (617) | 26 (11) |

The number of genes with corrected p< 0.05 is given in parentheses.

# Supplementary material for: Faced with inequality: chicken do not have a general dosage compensation of sex-linked genes
**Source:** BMC Biol. 2007 Sep 20;5:40. doi: 10.1186/1741-7007-5-40
**Supplement:** Additional file 2 — Number of genes showing sex-biased expression in brain, gonads and heart of chicken embryos at different cut-off levels.

## Additional file 2 - Number of genes showing sex-biased expression in brain, gonads and heart of chicken embryos at different cut-off levels

| Fold-change* | Brain  (n = 16 846) | Gonads  (n = 17 438) | Heart  (n = 15 398) |
| --- | --- | --- | --- |
|  |  |  |  |
| > 1.5 | 1 533 (9.1%) | 6 006 (34.4%) | 1 535 (10.0%) |
| > 2.0 | 446 (2.6%) | 3 341 (19.2%) | 413 (2.7%) |
| > 2.5 | 169 (1.0%) | 2 173 (12.5%) | 179 (1.2%) |
| > 3.0 | 96 (0.6%) | 1 622 (9.3%) | 102 (0.7%) |
| > 1.5, p <0.05 | 286 (1.7%) | 4 494 (25.7%) | 277 (1.8%) |
| > 2.0, p <0.05 | 164 (1.0%) | 3 027 (17.4%) | 139 (0.9%) |
| > 2.5, p < 0.05 | 57 (0.3%) | 2 069 (11.9%) | 79 (0.5%) |
| > 3.0, p < 0.05 | 40 (0.2%) | 1 570 (9.0%) | 52 (0.3%) |

*Corrected p values (accounting for false discovery rate).

# Supplementary material for: Faced with inequality: chicken do not have a general dosage compensation of sex-linked genes
**Source:** BMC Biol. 2007 Sep 20;5:40. doi: 10.1186/1741-7007-5-40
**Supplement:** Additional file 5 — Level 4–5 gene ontology (GO) terms for biological processes overrepresented among unbiased (fold-change <1.2) Z-linked genes.

## Additional file 5 - Level 4–5 gene ontology (GO) terms for biological processes overrepresented among unbiased (fold-change < 1.2) Z-linked genes

| Tissue | Term name | GO level | p Value* |
| --- | --- | --- | --- |
| Gonads |  |  |  |
|  | Regulation of cellular physiological process | 4 | 0.004235 |
|  | Regulation of metabolism | 4 | 0.005499 |
|  | Organelle organization and biogenesis | 5 | 0.014653 |
|  | Negative regulation of cellular process | 4 | 0.019591 |
|  | Cellular metabolism | 4 | 0.027081 |
|  | Cell organization and biogenesis | 4 | 0.031598 |
|  | Regulation of cellular metabolism | 5 | 0.046449 |
| Brain |  |  |  |
|  | Regulation of metabolism | 4 | 0.021919 |
|  | Regulation of cellular physiological process | 4 | 0.025423 |
|  | Regulation of cellular metabolism | 5 | 0.035031 |
| Heart |  |  |  |
|  | Regulation of cellular physiological process | 4 | 1.43E-05 |
|  | Regulation of metabolism | 4 | 0.000181 |
|  | Regulation of cellular metabolism | 5 | 0.000686 |
|  | Nucleobase, nucleoside, nucleotide and nucleic acid metabolism | 5 | 0.04288 |

*Fisher’s exact test.

# Supplementary material for: Faced with inequality: chicken do not have a general dosage compensation of sex-linked genes
**Source:** BMC Biol. 2007 Sep 20;5:40. doi: 10.1186/1741-7007-5-40
**Supplement:** Additional file 6 — Level 3–5 gene ontology (GO) terms for biological processes overrepresented among Z-linked genes showing male-biased expression (>1.5 fold-change, corrected p < 0.05).

## Additional file 6 - Level 3–5 gene ontology (GO) terms for biological processes overrepresented among Z-linked genes showing male-biased expression (>1.5 fold-change, corrected p < 0.05)

| Tissue | Term | Level | p Value |
| --- | --- | --- | --- |
| Heart |  |  |  |
|  | Response to endogenous stimulus | 3 | 0.014064 |
|  | Response to stress | 3 | 0.021695 |
|  | Cellular localization | 4 | 0.00497 |
|  | Response to DNA damage stimulus | 4 | 0.012292 |
|  | Intracellular transport | 5 | 0.004828 |
|  | Establishment of cellular localization | 5 | 0.004828 |
|  | DNA repair | 5 | 0.011967 |
| Brain |  |  |  |
|  | Metabolism | 3 | 0.012307 |
|  | Cell organization and biogenesis | 4 | 0.022342 |
|  | Macromolecule metabolism | 4 | 0.023866 |
|  | Cellular metabolism | 4 | 0.043105 |
|  | Macromolecule biosynthesis | 5 | 0.005805 |
|  | Cellular macromolecule metabolism | 5 | 0.008937 |
|  | Protein metabolism | 5 | 0.019372 |
|  | Intracellular transport | 5 | 0.033421 |
| Gonads |  |  |  |
|  | Establishment of cellular localization | 5 | 0.033421 |

How the deposited data were processed for this re-analysis (not part of the article)

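The deposited values come from Affymetrix Chicken Genome arrays hybridized with RNA of brain, heart and left gonad from 18-day embryos. Of 4 female and 4 male embryos, 21 arrays are held, since the brain and heart of 1 male and the gonad of 1 female have none. The sample labels number the embryos, and arrays with the same number and sex were taken to come from the same embryo. The descriptions of heart and gonad arrays name a human array, but the probe set names of every array are those of the chicken array, which was used.

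The authors made the deposited log2 values with GCRMA background correction, quantile normalization and median polish, and their notes name R 2.4.1 and MAS5. The table of values holds 19874 probe sets, with values from 1.68 to 16.2. For each probe set, a tissue either is blank in all of its arrays or has values in all of them. The higher sex mean of every probe set with values was at least 4.0, which was checked on the values. The paper gives no number for the level of its filter, and states more probe sets past it in each tissue than have values here. Arrays of 1 tissue correlated across probe sets at 0.952 to 0.978 in brain, 0.878 to 0.981 in gonads and 0.951 to 0.979 in heart. No change was made to the values before the main tests.

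Each probe set was placed through the gene number in the gene table of the arrays (16063 probe sets), or through the symbol (132), in the GRCg7b gene table. Of the rest, 85 list several genes, 3592 list none and 2 list a gene that the table lacks. The paper used an earlier assembly, so a gene may lie on another chromosome than in the paper. The table was used for chromosome membership and for the order of the 1492 genes along Z, and no coordinates are given. Base composition, gene density, repeats and functional terms were not analysed here.

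Differences between the sexes were tested with limma 3.58.1 in R 4.3.3, with 6 groups of sex and tissue in 1 fit, moderated by empirical Bayes. The thresholds were a fold-change over 1.5 and an adjusted p under 0.05 (Benjamini-Hochberg within the tissue), and fold-changes over 2, 2.5 and 3 were counted as well. Unbiased probe sets had a fold-change under 1.2. Intervals are 95% bootstrap intervals over probe sets (10000 resamples) or Wilson intervals for shares. Permutation tests used 100000 resamples, or every split where whole embryos were permuted. Means of single autosomes were computed for those with at least 20 probe sets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other computations.

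The lists of genes covered W-linked genes, Z-linked genes with a known W copy, Z-linked genes of known function, testis pathway, ovary pathway, steroid hormone synthesis, germ cells, meiosis, cell cycle, neuropeptides, heart muscle, neurons and glia, blood cells, adrenal and kidney, smooth muscle with connective tissue and vessels, stress response, hypoxia response, ribosomal proteins and oxidative phosphorylation. They were written from general knowledge. Each list was tested with camera in limma at a preset correlation of 0.01, and again with an estimated correlation, and its members were also adjusted over the list alone.

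Genes were named by a rule. It takes 1 probe set per gene, that with the highest mean over all arrays. It names DMRT1 and ACO1, and among called genes with a symbol whose male and female arrays do not overlap, those with the largest fold-changes. In brain and heart these were up to 8 Z-linked male-biased, 5 autosomal male-biased and 8 female-biased genes each, and in gonads up to 8 Z-linked male-biased, 4 Z-linked female-biased, 10 autosomal male-biased and 10 autosomal female-biased genes. It also names every measured W-linked gene with a symbol, and from each list up to 4 called members, or the 2 with the highest mean if none is called. The rule gave 165 genes. Genes named outside it are said to be chosen after their values were seen.

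Alternatives were a stricter filter, a fit of each tissue alone, the embryo as a block, array quality weights, centring of each array on its autosomal median, leaving out each embryo in turn, 1 probe set per gene, other means and thresholds, and other boundaries along Z. The method was tested on simulated data with 200 changed probe sets per tissue. With 1 spread for all tissues, 3.50% to 5.71% of the calls were false. With a spread of its own in each tissue, 16.4% to 23.9% were false, so calls of the joint fit in every tissue carry more error than the threshold states where tissues differ in spread. At a true fold-change of 1.5, 14% to 28% of changed probe sets were found in the first case, and at 2, 46% to 68%.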

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

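Every test in this part, including those of the run of Z-linked genes and of the brain array of male embryo 19, was chosen only after the result was seen, apart from the test of gonads against soma. LOC100858941, UHRF2, ZNF366, KDM4C, MYL2, CHGB and DBH lie outside the rule for naming genes and were chosen after their values were seen, as was GLDC in gonads.

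In 16 of 223 groups of 4 arrays (7.17%), 1 array lay far from the other 3 by Dixon's ratio of its gap to the range. Chance gives about 1 in 20 such groups. In female brain these were SDHAF1 (0.984), NDUFS4 (0.832), VIM (0.970) and PRKAA1 (0.831). In male gonads they were JUN (0.909), ATF3 (0.919), MYH11 (0.840), DEFB4A (0.861), CHGA (0.848) and Z minus autosomes (0.848), where 1 testis lay at 0.33 and the median at 0.37. In female heart they were MOG (0.936), HEMGN (0.928), ALDH1A2 (0.860), CHD1 (0.920), TMEM241 (0.990) and MND1 (0.918).

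The fold-change of Z-linked probe sets differed between gonads and soma in both directions, by a test of the difference itself, for 62 probe sets larger in gonads and 44 smaller. W-linked probe sets are not discussed in the paper, and 19 of them were female-biased in gonads. A further 6, of MBD2 and NEDD4L, were male-biased, but as males have no W, their values in males do not come from W.

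A run of 25 neighbouring Z-linked genes around DMRT1, from ZNF366 to KDM4C, had the lowest mean log2 fold-change in soma, -0.0687, which is 0.954-fold against 1.52-fold in other Z-linked genes. Of the 25 genes, 12 had a higher female mean, against 6.37% of the others. A chance order of genes is excluded (permutation p = 1e-05, the smallest that 100000 shuffles can give). Other Z-linked genes of like level had a mean of 0.64 (SD 0.38), which argues against a weak signal for the run as a whole. Single genes of the run did lie near background, such as ZNF366 with a male mean of 2.95. Genes listed with a W copy had 0.73, and the run holds none of them. Probe sets that also read a W copy are not excluded by this, since the list came from general knowledge and no probe sequence was checked. In gonads the same genes were lower as well, 1.12-fold against 1.64-fold (permutation p = 0.0241, and 0.0302 by ranks), so a region of Z with its own regulation may be involved, a hypothesis found and tested on the same embryos and on neighbouring genes, which are not independent. However, 11 of the run's 29 probe sets were male-biased in gonads and 3 female-biased, its lowest genes there were LOC100858941 (-2.89), GLDC (-2.46) and UHRF2 (-1.45), and the gonads' own lowest run did not pass the test (permutation p = 0.0930).

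Without the brain array of male embryo 19, 164 probe sets were female-biased in brain, against 50 with it, and 48 were shared. Of the 116 added, 95 were autosomal and none Z-linked. A wrong sex label is excluded, because HINTW lay at 2.36 in that array. Whether the embryo differed in heart too stays open, since 69 of the 106 probe sets measured in both were higher in its heart, by a mean of 0.10 (SE 0.03) against 0.04 for other probe sets (permutation p = 0.108). More connective tissue and vessels in that sample could not be settled, with a shift of 0.67 (SE 0.14) over 15 genes of that list.

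In gonads, 6 of 11 heart muscle genes were higher in testes and 1 in ovaries, and 6 of 7 genes of neurons and glia and 7 of 10 of adrenal gland and kidney were higher in ovaries, but no such list passed with an estimated correlation. Whether heart muscle was carried into the testes stays open, because TNNC1 lay 2.28 (log2) below the level that the share of MYL3 needs, at 4.50 and not 6.78, while MYL2 reached it nearly, at 7.13 for 7.49, and ACTC1 was between, at 5.75 for 7.14 (SD 1.33). The mean of CHGA, CHGB, TH and DBH differed by 4.38 between ovaries, from 3.63 to 8.01, and the highest testis lay at 3.28, so adrenal gland or nerve carried into some ovary samples may be involved, but the limits of this test were set after the arrays were seen. Kidney in the ovary samples cannot be told apart from expression in the ovary, since 4 of 6 kidney genes were higher in ovary and 1 in testis. The 1 higher in testis is Z-linked, and Z-linked genes were mostly higher in males, so its direction says little about kidney. For these genes of other tissues, no biological explanation was tested.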

How the results depend on the processing

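The alternatives chosen only after the result was seen are the tests without the brain array of male embryo 19 alone, without the genes of the lowest run along Z, and with fold-change alone. All others were planned.

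Of 417 values of comparisons under alternatives, 364 stayed the same, which means the same side of the threshold, or for counts and means a change within 1.5 times or within the spread. A further 35 moved beyond that, 6 were no longer past the threshold, 11 came past it and 1 turned its direction. Of 2678 values of named genes, 2496 kept direction and side, 178 were no longer past the threshold, 4 came past it and none turned. Where a result changed, the cause was not tested, except that a higher fold-change threshold leaves fewer probe sets by construction.

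With each tissue fitted alone, male-biased probe sets numbered 133 in brain and 93 in heart, female-biased ones 30 and 37, and 155 were sex-biased in more than 1 tissue. The share of Z-linked probe sets male-biased in at least 1 tissue was then 49.9%. At a fold-change over 2, male-biased probe sets numbered 110 in brain, 1278 in gonads and 75 in heart, and that share was 37.2%. With fold-change alone it was 72.2% over 1.5 and 42.6% over 2. Array quality weights gave 124 female-biased probe sets in brain, and leaving out the brain array of male embryo 19 gave 164. With the embryo as a block, 209 probe sets were male-biased and 50 female-biased in brain, and no comparison moved. Z-linked probe sets with a fold-change larger or smaller in gonads than in soma then numbered 70 and 47.

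The mean fold-change of Z in soma was 1.50 under the stricter filter, 1.55 as an arithmetic mean and 1.50 as a median, and in gonads 2.33 and 1.67 by these means. The lowest single autosome was 0.975 in soma and 0.869 in gonads with 1 probe set per gene, and 0.919 in gonads under the stricter filter. The highest in gonads was 1.08 and 1.07 under these.

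Autosomes minus Z in male soma was -0.11 with 1 probe set per gene and no longer passed the test. For unbiased probe sets of soma, the value turned to -0.21 under the stricter filter, and was no longer past the threshold with 1 probe set per gene (0.48), with a filter on the mean of both sexes (0.37) and with unbiased taken as under 1.5-fold (0.0358).

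The later part of Z exceeded the earlier part past the threshold with the boundary at 0.4 of the gene order, by 0.11 in soma and 0.21 in gonads, and at the midpoint of the order, by 0.0888 and 0.20. Without the genes of the lowest run it did so in gonads by 0.20. With an estimated correlation, in a test on the arrays of the tissue alone, 4 of 18 called gene lists stayed past the threshold.

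When each embryo was left out in turn, female-biased probe sets in brain ranged from 35 to 143 (143 without male embryo 19) and their share on Z from 0% to 25.0%. The share of male-biased ones on Z in brain ranged from 78.2% to 98.7%. Male-biased probe sets in heart ranged from 110 to 203 (110 without male embryo 21), and the share of female-biased ones on Z from 8.33% to 50.0%. The share of Z-linked probe sets male-biased in at least 1 tissue ranged from 47.6% to 52.9%. The lowest single autosome of soma ranged from 0.956 to 0.969. Unbiased autosomes minus unbiased Z in soma ranged from 0.37 to 0.69, and no longer passed the test without female embryo 2 or 12. The later minus the earlier part of Z in gonads ranged from 0.16 to 0.19, and passed the test without female embryo 12, male embryo 16 or male embryo 21.

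No expression filter, adjustment over all probe sets and the number of probe sets that the paper states were not run, since values are held only for the deposited probe sets of each tissue. The arrays' signal over background is not held, and near the floor of 4.0 a fold-change can be compressed or inflated.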

Differences from the paper's values

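The settings with fold-change alone were chosen only after the values were seen. All other alternatives named here were set before the data were examined.

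Of 119 values that the paper states, 4 differed by more than 1.5 times and, for shares, by more than their error. For counts no error was taken into account, so that 1 against 2 is a difference by this rule. The values include autosomal shares and fold-changes of autosomes near 1, where such a gap is hardly possible, so the number of differences says little about how close the results are. For female-biased Z-linked probe sets in brain, the paper's value is 1, and 2 were found. With each tissue fitted alone, with 1 probe set per gene, and without female embryo 10, male embryo 16 or male embryo 19, the value was also 1. Under the stricter filter, the embryo as a block, array quality weights, centring, and without female embryo 2, 12 or 20 or male embryo 21, it was not.

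For female-biased Z-linked probe sets in gonads, the paper's value is 28, and 44 were found. Under the stricter filter (35), each tissue fitted alone (41), 1 probe set per gene (29), and without female embryo 2 (37) or 12 (41) or male embryo 9, 16, 19 or 21 (42, 41, 42 and 42), the value was within 1.5 times the paper's. With the embryo as a block (44), array quality weights (45), centring (44), and without female embryo 20 (45), it was not. The paper heads its counts as genes, and its placed female-biased genes in gonads are fewer than the 1794 probe sets here. The Z-linked share, 2.45% here, was within 1.5 times the paper's share.

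For male-biased autosomal probe sets in brain, the paper's value is 15, and 7 were found. For their share of male-biased probe sets in brain, the paper's value is a fraction of 0.095, and 0.0385 was found. With array quality weights (18, 0.0865) and without female embryo 20 (15, 0.0872), both values were within 1.5 times the paper's. Under the stricter filter (5, 0.0299), each tissue fitted alone (4, 0.0336), the embryo as a block (5, 0.0270), centring (7, 0.0359) and 1 probe set per gene (3, 0.0221), they were not. Without female embryo 2 (7, 0.0452), 10 (5, 0.0336) or 12 (3, 0.0181), or male embryo 16 (2, 0.0132), 19 (44, 0.218) or 21 (9, 0.0612), they were not either.

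For the Z-linked share of female-biased probe sets in brain, the paper's value is 6.7% and 11.1% were found, a gap within the error of 18 probe sets.

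The paper states that Z-linked and autosomal genes had very similar levels in male soma. Here Z-linked probe sets were higher, with autosomes minus Z at -0.20. With 1 probe set per gene it was -0.11 and did not pass the test. The paper states a larger excess of unbiased autosomal over unbiased Z-linked expression in soma than the 1.33-fold found here (bootstrap p = 0.0450). That result was lost or turned under several alternatives. For females, the paper also states larger autosomal excesses than the 28.2% in soma and 28.9% in gonads found here.

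The paper states that fold-changes were higher on the q arm of Z than on the p arm in soma and gonads. Here the later part of the gene order minus the earlier part was -0.01 in soma (permutation p = 0.845) and 0.17 in gonads (permutation p = 0.0510). With the boundary at 0.4 of the order the later part was higher in both, by 0.11 and 0.21. The arms are not marked in the gene order, so neither boundary is known to part them. The lowest run of soma spans 0.333 to 0.381 of the order. It lay almost wholly in the later part with the boundary at 0.333, and in the earlier part with the boundary at 0.4.

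The paper describes a wider distribution of fold-changes for Z than for autosomes. In soma the SD was 0.49 for Z and 0.30 for autosomes, and in gonads 1.08 and 1.01 (permutation p = 0.426). The interquartile range was wider for Z in gonads too, at 0.946 against 0.666, which was not tested.

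For the share of Z-linked probe sets male-biased in at least 1 tissue, the paper's value is 75.2% and 54.0% were found, which is within 1.5 times. The counts that the paper prints beside this share do not give that percentage. Elsewhere the paper gives a lower count of Z-linked male-biased genes over all tissues at the same threshold. It words its counts as genes, whereas probe sets were counted here. With fold-change alone, a setting chosen after seeing the values, the share here was 72.2%.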

Other observations

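All tests in this part that compare splits of the arrays or groups of Z-linked genes were chosen only after the result was seen.

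In gonads, further lists held called genes but did not pass the test as a list, and 26.6% of all probe sets of gonads were called. Of 10 blood cell genes, 5 were female-biased (6 when adjusted over the list alone, adjusted p = 0.129), among them HBAD, an alpha-type globin, 3.63-fold higher in ovaries. Of 11 stress response genes, 5 were female-biased and 1 male-biased, also over the list alone (adjusted p = 0.129), and ATF3, a transcription factor of the stress response, was 9.54-fold higher in ovaries. Of 10 hypoxia genes, 3 were female-biased and 1 male-biased, also over the list alone (adjusted p = 0.355), with ADM, a vasodilating peptide, 3.11-fold higher in ovaries. Of 15 genes of smooth muscle, connective tissue and vessels, 4 were male-biased and 2 female-biased, also over the list alone (adjusted p = 0.353), and MYH11, the smooth muscle myosin, was 17.3-fold higher in testes. Of 7 neuropeptide genes, 3 were female-biased and 1 male-biased (4 and 1 over the list alone, adjusted p = 0.508). Of 31 cell cycle genes, 5 were male-biased and 2 female-biased (6 and 2 over the list alone, adjusted p = 0.153).

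In soma, 13 lists in brain (146 genes measured) and 11 in heart (196 genes) had no called gene in limma, with 22 and 16 genes at an unadjusted p under 0.05. Their adjusted p ranged from 0.0706 to 0.969 in brain. In heart, cell cycle genes as a list lay lower in males (34 genes, median -0.24, adjusted p = 0.000518, but adjusted p = 0.369 with an estimated correlation). Adjusted over the list alone, 2 meiosis genes and 1 connective tissue gene were female-biased and 1 stress gene male-biased in brain, and 1 meiosis gene female-biased in heart. HSD17B4 was the 1 called gene of steroid synthesis in brain (2 over the list alone, adjusted p = 0.180) and heart (1 over the list alone, adjusted p = 0.885), and HEMGN that of the testis pathway in heart (1 over the list alone, adjusted p = 0.514).

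The numbers of sex-biased probe sets were compared with those of other splits of the arrays. Of 35 splits of the 7 arrays of a tissue into groups of the same sizes, 1, the real one, reached its number in each tissue. This is the smallest share that 35 splits allow. Splits that mix the sexes put sex differences, such as those of W-linked genes, into the spread within groups. The comparison therefore cannot exclude chance. The real numbers were 255 in brain, 4391 in gonads and 265 in heart, and the highest of the other splits gave 20, 1599 and 38. In gonads, the 4 splits that put 1 testis with all ovaries called 1027 to 1599 probe sets, and these splits keep the ovaries together.

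It was asked whether Z-linked genes with a W copy differ less between the sexes. Their mean fold-change was 1.68 in soma and 1.86 in gonads, against 1.48 and 1.60 for other Z-linked genes, and the difference did not pass the test in either (permutation p = 0.75 for each, adjusted over 6 tests). It was also asked whether Z-linked genes of large complexes, ribosomal proteins and oxidative phosphorylation, differ less. Their mean was 1.50 in soma and 1.67 in gonads (adjusted permutation p = 0.901 for each). The 4 ribosomal protein genes alone had 1.31 in soma against 1.49 in other Z-linked genes, and 1.30 against 1.61 in gonads (adjusted permutation p = 0.75 for each), so neither hypothesis could be decided.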
